# Using CRISPR-Cas9/phosphoproteomics to identify substrates of calcium/calmodulin-dependent kinase 2δ

**DOI:** 10.1016/j.jbc.2023.105371

**Published:** 2023-10-20

**Authors:** Euijung Park, Chin-Rang Yang, Viswanathan Raghuram, Lihe Chen, Chung-Lin Chou, Mark A. Knepper

**Keywords:** aquaporin-2, vasopressin, mass spectrometry

## Abstract

Ca^2+^/Calmodulin-dependent protein kinase 2 (CAMK2) family proteins are involved in the regulation of cellular processes in a variety of tissues including brain, heart, liver, and kidney. One member, CAMK2δ (CAMK2D), has been proposed to be involved in vasopressin signaling in the renal collecting duct, which controls water excretion through regulation of the water channel aquaporin-2 (AQP2). To identify CAMK2D target proteins in renal collecting duct cells (mpkCCD), we deleted *Camk2d* and carried out LC-MS/MS–based quantitative phosphoproteomics. Specifically, we used CRISPR/Cas9 with two different guide RNAs targeting the CAMK2D catalytic domain to create multiple CAMK2D KO cell lines. AQP2 protein abundance was lower in the CAMK2D KO cells than in CAMK2D-intact controls. AQP2 phosphorylation at Ser256 and Ser269 (normalized for total AQP2) was decreased. However, trafficking of AQP2 to and from the apical plasma membrane was sustained. Large-scale quantitative phosphoproteomic analysis (TMT-labeling) in the presence of the vasopressin analog dDAVP (0.1 nM, 30 min) allowed quantification of 11,570 phosphosites of which 169 were significantly decreased, while 206 were increased in abundance in CAMK2D KO clones. These data are available for browsing or download at https://esbl.nhlbi.nih.gov/Databases/CAMK2D-proteome/. Motif analysis of the decreased phosphorylation sites revealed a target preference of -(R/K)-X-X-p(S/T)-X-(D/E), matching the motif identified in previous *in vitro* phosphorylation studies using recombinant CAMK2D. Thirty five of the significantly downregulated phosphorylation sites in CAMK2D KO cells had exactly this motif and are judged to be likely direct CAMK2D targets. This adds to the list of known CAMK2D target proteins found in prior reductionist studies.

Changes in intracellular calcium concentration are integral to many signaling pathways. Signaling through calcium mobilization occurs in part through Ca^2+^/calmodulin-dependent effectors including many protein kinases. These effectors include Ca^2+^/calmodulin-dependent protein kinases (CAMK) 2α, 2β, 2γ, and 2δ (1, 2). CAMK2α and 2β are mainly expressed in brain, while 2δ and 2γ are broadly distributed among tissues (https://gtexportal.org/home/). CAMK2 family kinases are involved in the regulation of cellular processes in a variety of tissues including brain, heart, liver, and kidney (3, 4). RNA-seq analysis of microdissected mouse kidney tubules and the mouse cortical collecting duct mpkCCD cell line identified the expression of four Camk2 isoforms (protein name: CAMK2, gene symbol in mouse: *Camk2a*, *Camk2b*, *Camk2d*, and *Camk2g*) (https://esbl.nhlbi.nih.gov/MRECA/Nephron/) (5, 6), with the *Camk2d* being the most abundant transcript in collecting duct. The abundance of the *Camk2d* transcript seems to be unaffected by vasopressin (6). Quantitative proteomic analysis of rat kidney tubules also showed that CAMK2D and CAMK2G isoforms are expressed in all renal tubule segments, with CAMK2D being the dominant form (7). It is particularly strongly expressed in collecting duct principal cells where it has been proposed to be involved in vasopressin signaling (4, 8). In isolated perfused collecting ducts, calmodulin inhibitors and calcium chelators have been shown to attenuate vasopressin’s effect to increase osmotic water transport (9, 10, 11).

Vasopressin (arginine vasopressin, AVP) is a peptide hormone secreted by the posterior pituitary gland in response to high blood osmolality, usually due to systemic water deficits (dehydration). It controls water excretion in part through regulation of the water channel aquaporin-2 (AQP2) both through regulated trafficking of AQP2 to the plasma membrane and through regulated transcription of the *Aqp2* gene (12, 13, 14, 15, 16). Vasopressin acts by binding to the vasopressin V2 receptor, which signals *via* the heterotrimeric G-protein α subunit G_αs_, resulting in the activation of adenylyl cyclase 6 and cAMP-mediated activation of the protein kinase A (PKA) (17, 18). Downstream from PKA is a broad signaling network, associated with secondary activation of multiple protein kinases (19), rearrangement of the actin cytoskeleton (9, 20, 21, 22, 23), and intracellular calcium mobilization (10, 24, 25). The latter is thought to occur in part through PKA-mediated phosphorylation of the endoplasmic reticulum calcium channel Itpr3 (18, 26). The resulting calcium mobilization occurs as a series of calcium spikes in collecting duct cells with its frequency increased when vasopressin is present (10, 27). Calcium mobilization then is believed to activate calmodulin-dependent kinases including myosin light chain kinase (MLCK) (9) and CAMK2D (8). In previous studies, we identified phosphorylation targets of MLCK by deleting the *Mylk* gene using CRISPR-Cas9 followed by phosphoproteomic quantification of all phosphorylation sites whose phospho-occupancies are affected by the gene knockout (28).

The objective of this paper is to identify downstream targets of CAMK2D using CRISPR-Cas9 to delete *Camk2d* and then observe changes in the phosphoproteome in mpkCCD cells. These cells have been shown to exhibit features of vasopressin-mediated regulation of AQP2 including increased membrane trafficking of AQP2 protein to the apical plasma membrane (29) and increased transcription of the *Aqp2* gene (30).

## Results

### CRISPR-Cas9 deletion of *Camk2d* gene

We used mpkCCDc11-38 cells (28), a cell line that manifests vasopressin-mediated AQP2 trafficking and regulation of transcription of the *Aqp2* gene, to generate *Camk2d*-KO cells. Specifically, we used CRISPR-Cas9 to introduce mutations that ablate *Camk2d* gene expression. For this, we used guide RNAs (gRNAs) targeting two different sites corresponding to exons 8 and 9 (independently transfected), which code for the kinase domain (catalytic region) of the CAMK2D protein (Fig. 1, *A* and *B*). Single-cell–derived clones with successful *Camk2d* deletion (KO) were identified by immunoblotting (Fig. 1*C*). These are considered biological replicates in subsequent experiments. Clones that underwent the transfection procedure but retained CAMK2D expression were chosen as Control (Ctrl) clones (considered biological replicates). We retained the parental line as an additional control (additional biological replicate). AQP2 abundance in the presence of the V2R selective-vasopressin analog 1-desamino-8-D-arginine-vasopressin (dDAVP) (0.1 nM) was variable among the clones and was not clearly ablated in CAMK2D KO cells. Clones selected for further analysis are indicated by asterisks (Fig. 1*C*). Mutations were confirmed by Sanger sequencing (Table S1).

**Figure 1:**
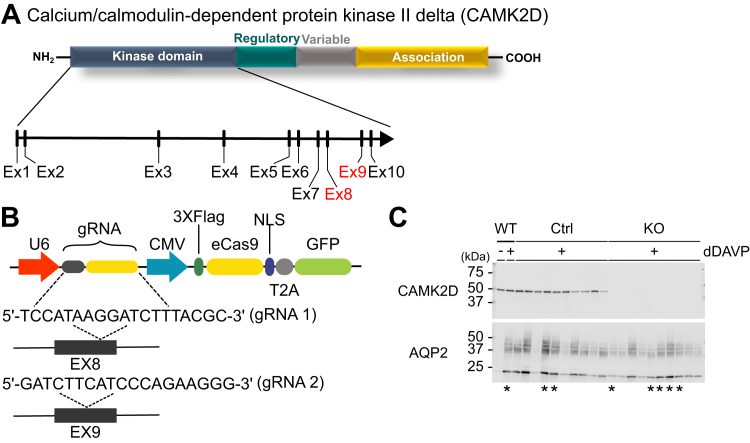
**Generation of calcium/calmodulin-dependent kinase II δ KO mpkCCD cells.***A*, exons 8 and 9 which code for the catalytic domain of Camk2d were targeted by two separate gRNAs. *B*, actual sequences of the two gRNAs. *C*, semiquantitative immunoblots show responses to long-term dDAVP exposure. Clones that underwent the transfection procedure but lacked mutations in *Camk2d* were used as *Camk2d*-intact cells. *Camk2d*-KO clones maintained expression of AQP2 protein in the presence of dDAVP. Clones which are marked with ∗ below their respective immunoblot lanes were selected for the further experiments. AQP2, aquaporin-2; CAMK2D, CAMK2δ; dDAVP, 1-desamino-8-D-arginine-vasopressin; gRNA, guide RNA.

### Characterization of *Camk2d* KO cells

Both control (Ctrl) and KO clones were grown on membrane filters and treated with dDAVP as described in Figure 2*A*. The KO cells grew at a rate similar to the control cells and were morphologically indistinguishable during the culture period. Both *Camk2d* KO and Ctrl clones started forming polarized epithelia in 2 days as indicated by increasing transepithelial electrical resistance, which reached a maximum level in the experimental day 7 (Fig. 2*B*). Transepithelial electrical resistance was not affected by *Camk2d* deletion (Fig. 2*B*). Semiquantitative immunoblotting showed absence of CAMK2D protein (Fig. 2, *C* and *D*). The abundance of total AQP2 was lower in *Camk2d* KO clones (KO/Ctrl = 0.36 ± 0.12, *p* < 0.05) (Fig. 2, *C* and *D*). Also, phosphorylation of AQP2 at serine 256 and 269 were attenuated in KO clones (phosphorylated/total KO/Ctrl = 0.22 ± 0.08 and 0.18 ± 0.08, *p* < 0.05, respectively) (Fig. 2, *C* and *D*). AQP2 trafficking to the apical membrane was examined by immunofluorescence (Fig. 3*A*). In both control and KO cells in the absence of dDAVP, AQP2 is distributed largely within intracellular vesicles. dDAVP caused redistribution of AQP2 to the apical region of the cells in both control and KO cells, best seen in the XZ and YZ cross sections. Therefore, *Camk2d* deletion did not prevent dDAVP-induced redistribution of AQP2 to the apical region (Fig. 3*A*). To examine the endocytosis of AQP2 from the apical plasma membrane, dDAVP was removed from the cells for 30 min, and immunofluorescence staining was carried out with an AQP2 antibody (Fig. 3*B*). In *Camk2d*-intact cells, the redistribution of AQP2 was observed with dDAVP washout, showing the typical punctate pattern indicative of internalization into endosomes (Fig. 3*B*). There was no obvious difference between intact and KO cells. The observation indicated that the *Camk2d* KO did not substantially affect the ability of the cells to endocytose AQP2 (Fig. 3*B*). ZO-1 immunofluorescence staining (Fig. 4*A*) shows that the cell shape was essentially unaffected by Camk2d deletion. DAPI staining was used for cell counting. ZO-1 intensity per cell and the cross sectional areas per cell were not different (Fig. 4*B*). The volume and surface area of nuclei in *Camk2d* KO clones were not significantly changed compared to the control clones (Fig. 4, *C* and *D*) although we cannot rule out a small effect. Phalloidin staining was carried out to assess the state of actin polymerization (Fig. 4*E*). No differences were seen between *Camk2d* KO and Ctrl clones. More specifically, dDAVP-induced actin depolymerization was similar in KO and Ctrl clones (Fig. 4, *E* and *F*).

**Figure 2:**
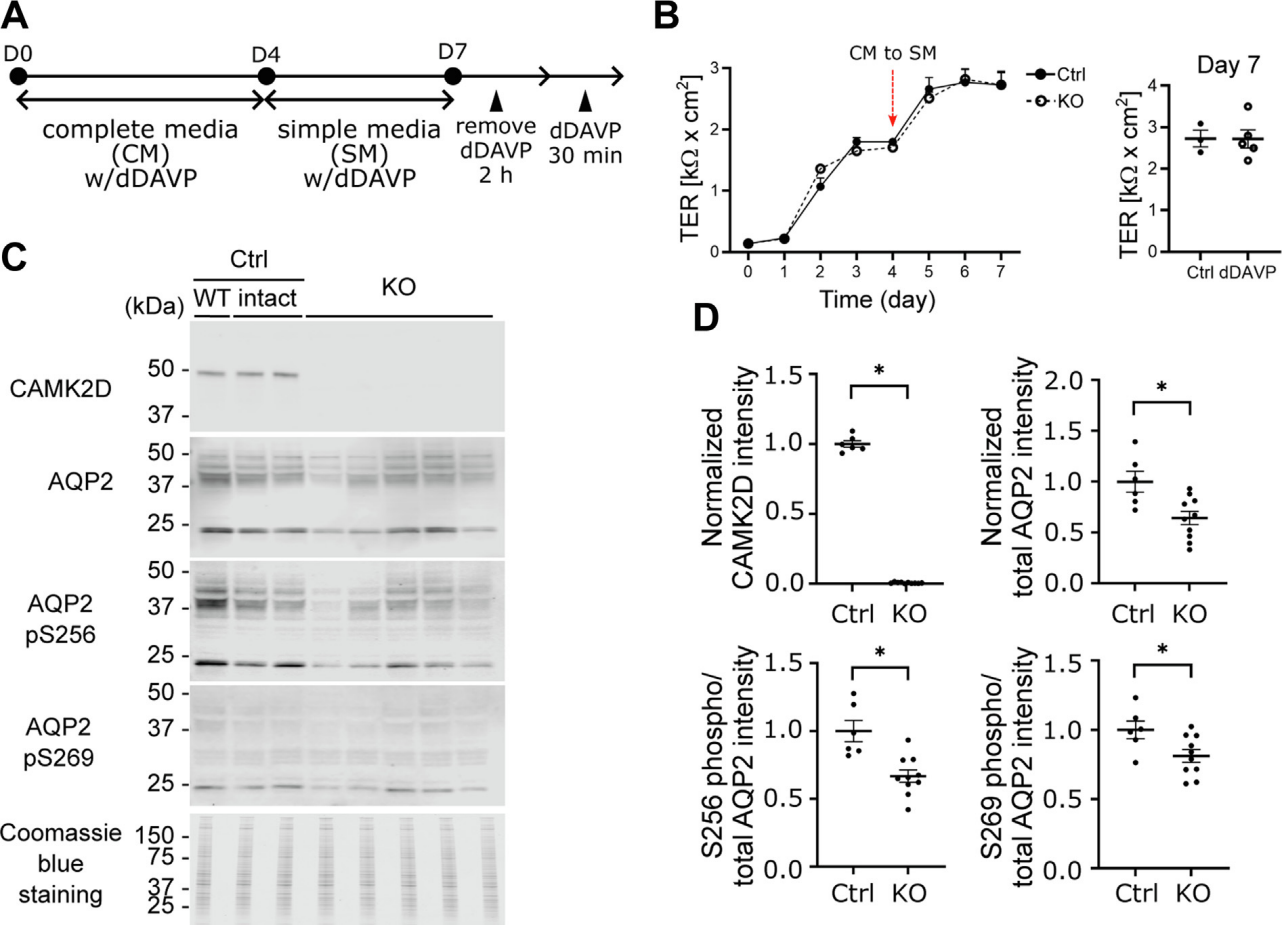
**Phosphorylation of AQP2 in *Camk2d* KO cells.***A*, cell-culture strategy for short-term dDAVP (30 min, 0.1 nM) treatment. *B*, development of transepithelial resistance (TER). Cells developed high transepithelial resistance as a function of time but did not show differences between *Camk2d*-intact and *Camk2d*-KO cells. *C* and *D*, semiquantitative immunoblots and densitometry of CAMK2D, total AQP2, phosphorylated AQP2 (at Ser256 and Ser269) in response to dDAVP. The abundance of total AQP2 and ratios of pS256 and pS269 to total AQP2 were significantly decreased in *Camk2d*-KO clones compared to *Camk2d* intact clones. ∗*p* < 0.05. unpaired *t* test. AQP2, aquaporin-2; CAMK2D, CAMK2δ; dDAVP, 1-desamino-8-D-arginine-vasopressin.

**Figure 3:**
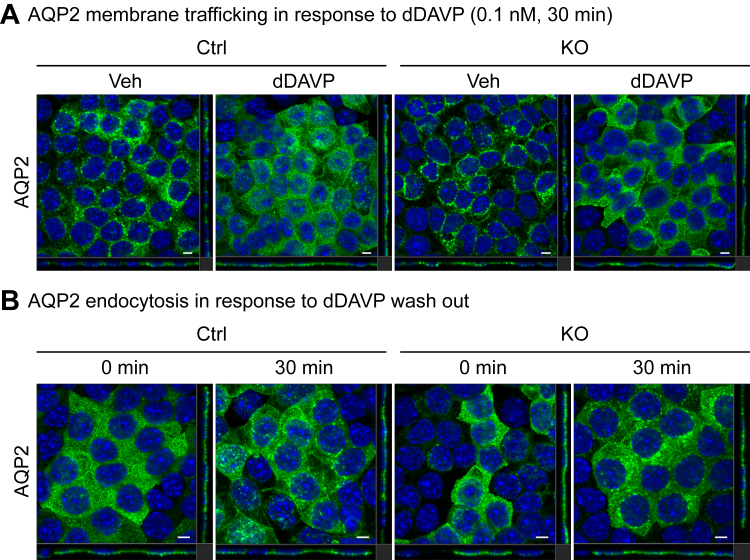
**Subcellular distribution of AQP2 in *Camk2d* KO cells.***A*, representative confocal images of *Camk2d*-intact and *Camk2d*-KO cells labeled with anti-AQP2 antibody in the presence of 0.1 nM dDAVP for 30 min (*green*). Apical distribution of AQP2 was detected both in *Camk2d*-intact and KO cells in response to dDAVP stimulation. *B*, representative confocal images of *Camk2d* intact and KO cells labeled with anti-AQP2 antibody with dDAVP washout for 30 min (*green*). Internalization of AQP2 was detected both in *Camk2d* intact and KO cells after dDAVP washout showing typical punctate labeling in cytoplasm. Confocal microscope magnification 63×. Scale bar represents 5 μm. DAPI labeling indicated in *blue*. AQP2, aquaporin-2; CAMK2D, CAMK2δ; dDAVP, 1-desamino-8-D-arginine-vasopressin.

**Figure 4:**
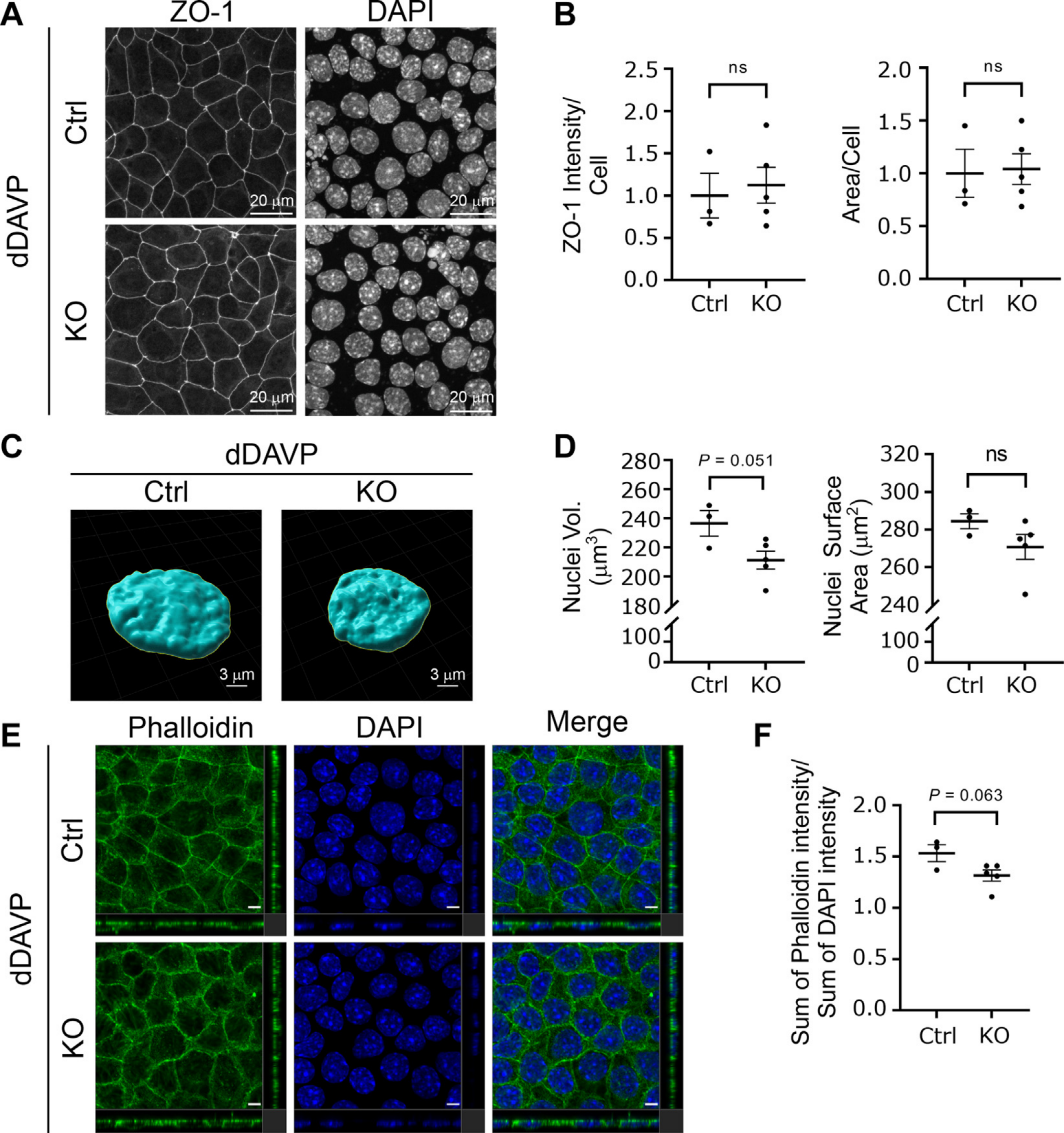
**Tight junction, distribution of actin cytoskeleton, and nuclear morphology in the presence of dDAVP.***A* and *B*, confocal images of *Camk2d* intact and KO cells labeled with antibody recognizing Zonula Occludens 1 (ZO-1) protein. Epithelial polarization and the cell cross sectional area was unaffected by *Camk2d* deletion. The ZO-1 intensity and cross sectional area were calculated from the cell shown entire image field using ImageJ. Nuclear counts per unit area were used to estimate cell density. Maximum intensity Z-projection of ZO-1 was divided by the number of cells. Three randomly chosen areas from three intact and five KO cell lines were used for analysis. *C* and *D*, nuclei volume and surface areas in intact and KO cells. Nuclei volume and nuclear surface area were calculated with Imaris software. The calculation showed no significant changes in *Camk2d* KO cells compared to the intact cells. Nuclei volume and surface area were calculated using the *Surfaces* tool of Imaris. A total of 240 nuclei from intact cells (three random area per clone, three clones) and total 468 nuclei from KO cells (three random area per clone, five clones) were analyzed. *E* and *F*, confocal images of *Camk2d* intact and KO cells labeled with phalloidin. Subcellular distribution of F-actin was not demonstrably changed with *Camk2d* deletion. The sum of phalloidin intensities and the sum of DAPI intensities were obtained from Imaris. The nuclei were stained by 4,6-diamidino-2-phenylindole (DAPI). Morphometry was carried out in three randomly selected areas for both intact and KO clones. Confocal microscope magnification 63×. Scale bar without a number represents 5 μm. Three randomly chosen areas from three intact and five KO cell lines were used for analysis. *p* values are from unpaired t-tests throughout. CAMK2D, CAMK2δ; dDAVP, 1-desamino-8-D-arginine-vasopressin.

### Proteomics and phosphoproteomics

The main goal of this work is to identify phosphorylation sites whose phospho-occupancies are dependent on CAMK2D in mpkCCDc11-38 cells (called ‘mpkCCD cells’ from this point on). To do this, we carried out large-scale quantitative phosphoproteomic analysis using TMT labeling (Fig. 5*A*). In the TMT method, proteins from *Camk2d*-KO and *Camk2d*-intact (Ctrl) cells are separately labeled with unique mass-tags after trypsinization and combined into a single sample (see Experimental procedures). Thus, in each LC-MS/MS run, reporters for each of the original samples are quantified in the MS2 spectrum for each identified phospho-peptide. All cells were grown in the presence of dDAVP (0.1 nM present continuously in the growth medium until the day of the experiment). dDAVP was removed for 2 h and returned to the medium for 30 min. The relative amounts of a given phosphopeptide from *Camk2d*-KO and *Camk2d*-intact cells were calculated from their respective reporter intensities.

**Figure 5:**
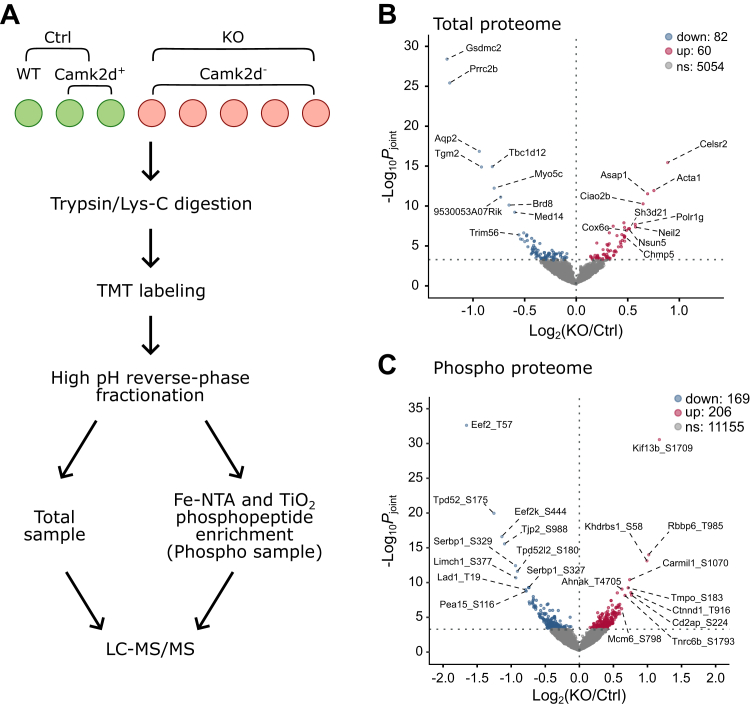
**Total and phospho-proteomics analysis of *Camk2d* KO versus *Camk2d* intact cells.***A*, the strategy for the sample preparation of total and phospho-proteomics by mass spectrometry. Cells were treated with dDAVP for short-term dDAVP (30 min, 0.1 nM). *B*, volcano plot of total proteome. One hundred forty-two proteins (60 with Log_2_(KO/Ctrl) >0 and 82 with Log_2_(KO/Ctrl) <0) underwent significant changes in response to dDAVP stimulation (*p*_joint_ < 0.0005). *C*, volcano plot of phospho-proteome. Three hundred seventy-five phosphosites (206 with Log_2_(KO/Ctrl) >0 and 169 with Log_2_(KO/Ctrl) <0) underwent significant changes in response to dDAVP stimulation (*p*_joint_ < 0.0005, see Experimental procedures). From the 11,570 identified phosphosites, phosphosites which underwent significant changes in total proteomics data were not included for *p*_joint_ calculation. CAMK2D, CAMK2δ; dDAVP, 1-desamino-8-D-arginine-vasopressin.

Figure 5*C* shows the phosphoproteomics results as a volcano plot. Approximately 3% of 11,570 phosphosites quantified underwent significant changes in the *Camk2d* KO cells, based on a relatively stringent criterion (*p*_joint_ < 0.0005, see Experimental procedures for *p*_joint_ definition). In total, 169 phosphosites were significantly decreased in abundance, while 206 phosphosites were increased. These data have been made available to users on a publicly accessible webpage allowing searching, browsing, and downloading of the results (https://esbl.nhlbi.nih.gov/Databases/CAMK2D-proteome/).

Total proteomics analysis was run on the same samples as for the phosphoproteomics but taken before the phosphopeptide enrichment step (Fig. 5*A*). The data are summarized as a so-called ‘volcano plot’ (Fig. 5*B*). The full data set is provided as Supporting Information. Only 0.3% of 5198 proteins underwent changes in total protein abundance. One of these is AQP2 which was less abundant in the KO samples (Total protein Log_2_(*Camk2d*-KO/*Camk2d*-intact) = −0.94).

Figure 6*A* shows motif preference analysis for the downregulated phosphorylation sites. This analysis shows a preference for basic amino acids (lysine [K] and arginine [R]) in position −3 relative to the phosphorylated amino acid and a preference for acidic amino acids (aspartic acid [D] and glutamic acid [E]) in positions +2, 3, and 4. Target specificity for CAMK2D has been previously estimated using mass spectrometry in *in vitro* phosphorylation studies using recombinant CAMK2D to phosphorylate mixtures of proteins by Douglass *et al.* (31) and Sugiyama *et al.* (32). We calculated motifs from these two studies using *PTMLogo* (33). The CAMK2D motifs identified in these two studies are quite similar (Fig. 6*C*), closely matching the motif estimated in the present study in Figure 6*A* except that a preference for an acidic amino acid was only identified in position +2 and not +3 or +4. The inferred motif for CAMK2D is therefore (R/K)-X-X-p(S/T)-X-(D/E). A recent study using synthetic peptide arrays to identify kinase target motifs reported a very similar motif for the CAMK2 family (34). Focusing on the phosphorylation sites increased in response to *Camk2d* deletion, an entirely different motif was found (Fig. 6*B*). Because we deleted a protein kinase, the sites that were increased are necessarily indirect, for example, resulting from cascades of two or more kinases. The proline in position +1 is consistent with the activation of CMGC family kinases such as MAP kinases or cyclin-dependent kinases (34) or inhibition of a protein phosphatase. Among the CAMK2D target phosphosites, seven phosphosites were identified in the previous studies (ref), showing the analyzed motif sequence (Fig. 6*D*).

**Figure 6:**
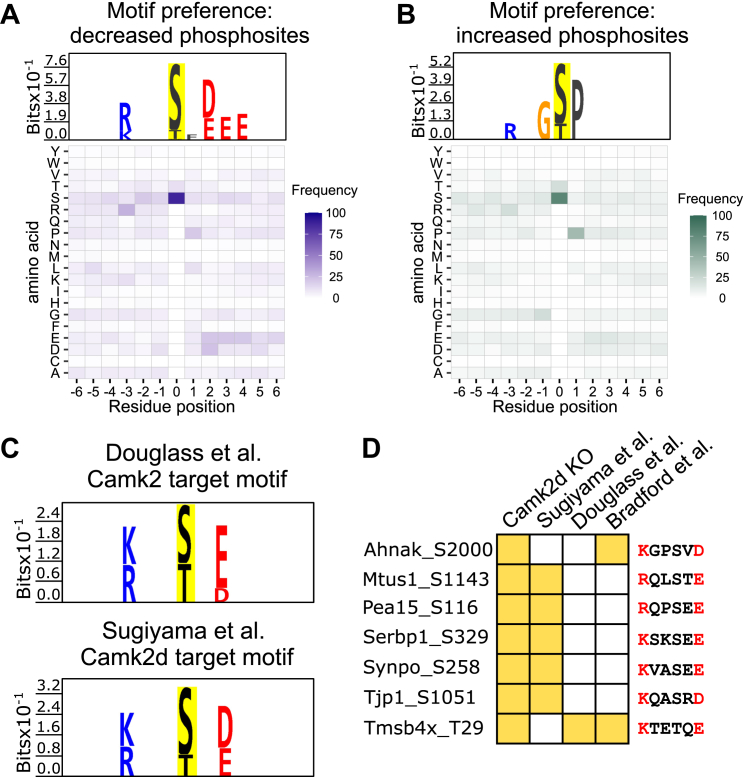
**Motif analysis based on the increased and decreased phosphosites of *Camk2d* KO cells.***A*, motif preference for the decreased phosphosites in *Camk2d* KO cells. Putative CAMK2D target site has R/K at position −3 and D/E at position +2. *B*, motif preference for the increased phosphosites in *Camk2d* KO cells shows preference for P at position +1. *C*, motif analysis from two previous *in vitro* phosphorylation studies (see text for references). In both studies, motif analysis showed that CAMK2 prefers R/K at position −3 and D/E at position +2. *D*, seven significantly decreased phosphosites with K/R at position −3 and D/E at position +2 were also identified in previous studies (see text for references). CAMK2, Ca2+/Calmodulin-dependent protein kinase 2; CAMK2D, CAMK2δ.

### Direct CAMK2D targets

By selecting the downregulated phosphorylation sites (*p*_joint_ < 0.0005 and Log_2_[*Camk2d*-KO/*Camk2d*-intact] < −0.3) after *Camk2d* deletion that also had the inferred CAMK2D motif (R/K)-X-X-p(S/T)-X-(D/E), we identified a set of 35 phosphorylation sites that are likely direct CAMK2D targets (Table 1).

**Table 1:** Direct phosphorylation targets for CAMK2D inferred from CRISPR-phosphoproteomics experiments

UniProt ID	Gene symbol	Annotation	Site	Centralized sequence^a^	Log_2_ (KO/Intact)	*p*_joint_
E9Q616	Ahnak	AHNAK nucleoprotein (desmoyokin)	S2000	GEL**K**GP**S**V**D**VEVP	−0.39	0.0001
A1IGU4	Arhgef37	Rho guanine nucleotide exchange factor 37	S15	ASS**K**SE**S**P**E**QEDQ	−0.38	0.0003
O88379	Baz1a	Bromodomain adjacent to zinc finger domain protein 1A	S1412	RGR**K**RQ**S**T**E**SSPV	−0.42	0.0001
Q9D219	Bcl9	B-cell CLL/lymphoma 9 protein	S104	KRE**R**SI**S**A**D**SFDQ	−0.33	0.0001
Q6EDY6	Carmil1	Leucine-rich repeat-containing protein 16A	S1328	SSP**R**SF**S**Q**E**ASRR	−0.31	0.0001
Q9JLQ0	Cd2ap	CD2-associated protein	S233	LRT**R**TS**S**S**E**TEEK	−0.52	0.0000
Q04899	Cdk18	Cyclin-dependent kinase 18	S66	QNQ**R**RF**S**M**E**DLNK	−0.33	0.0005
Q09XV5	Chd8	Chromodomain-helicase-DNA-binding protein 8	S2040	ARS**R**LT**S**Q**D**YEVR	−0.41	0.0005
Q8CJ61	Cmtm4	CKLF-like MARVEL transmembrane domain-containing protein 4	S194	IRA**R**TE**S**R**D**VDSR	−0.53	0.000
Q80XI3	Eif4g3	Eukaryotic translation initiation factor 4 gamma 3	S1151	TFL**R**GS**S**K**D**LLDN	−0.69	0.0000
Q05D44	Eif5b	Eukaryotic translation initiation factor 5B	S108	QKG**K**KT**S**F**D**ENDS	−0.43	0.0000
P18608	Hmgn1	Nonhistone chromosomal protein HMG-14	S7	MPK**R**KV**S**A**D**GAAK	−0.52	0.0000
Q6ZPV2	Ino80	DNA helicase INO80	S470	HQA**R**TR**S**F**D**EDAK	−0.43	0.0000
P15066	Jund	Transcription factor AP-1; transcription factor jun-D	S100	GLL**K**LA**S**P**E**LERL	−0.68	0.0000
Q5SVQ0	Kat7	Histone acetyltransferase KAT7	S228	CKV**R**AQ**S**R**D**KQIE	−0.46	0.0001
B1AVY7	Kif16b	Kinesin-like protein KIF16B	S838	QLV**K**LA**S**L**E**KDLV	−0.47	0.0003
P57016	Lad1	Ladinin-1	T19	SLA**R**QR**T**L**E**DEEE	−0.79	0.0000
Q3UH68	Limch1	LIM and calponin homology domains-containing protein 1	S379	SRR**R**SA**S**Q**D**LIKK	−0.58	0.0000
Q9Z2D1	Mtmr2	Myotubularin-related protein 2	S6	_ME**K**SS**S**C**E**SLGA	−0.33	0.0004
Q5HZI1	Mtus1	Microtubule-associated tumor suppressor 1 homolog	S1143	AIS**R**QL**S**T**E**QAAL	−0.45	0.0001
Q78HU3	Mvb12a	Multivesicular body subunit 12A	S168	QDM**R**GL**S**L**D**PPKE	−0.74	0.0000
Q9CX66	Nopchap1	NOP protein chaperone 1	S125	EMS**R**SD**S**K**E**EDSP	−0.46	0.0002
Q9DBS9	Osbpl3	Oxysterol-binding protein-related protein 3	S33	QGS**R**QD**S**W**E**VVEG	−0.40	0.0000
Q62048	Pea15	Astrocytic phosphoprotein PEA-15	S116	DII**R**QP**S**E**E**EIIK	−0.78	0.0000
Q9DBC7	Prkar1a	cAMP-dependent protein kinase type I-alpha regulatory subunit	S77	TGI**R**TD**S**R**E**DEIS	−0.36	0.0003
Q6GYP7	Ralgapa1	Ral GTPase-activating protein subunit alpha-1	T753	SIV**R**QK**T**V**D**IDDA	−0.39	0.0002
Q8BU14	Sec62	Translocation protein SEC62	S309	KQQ**K**SD**S**E**E**KSDS	−0.40	0.0003
Q9CY58	Serbp1	Plasminogen activator inhibitor 1 RNA-binding protein	S329	VLH**K**SK**S**E**E**AHAE	−0.94	0.0000
Q6ZWQ0	Syne2	Nesprin-2	T6489	LLL**R**QG**T**D**D**SKEG	−0.65	0.0000
Q8CC35	Synpo	Synaptopodin	S258	HLE**K**VA**S**E**E**EEVP	−0.54	0.0000
P39447	Tjp1	Tight junction protein ZO-1	S1051	YIE**K**QA**S**R**D**LEQP	−0.63	0.0000
Q9Z0U1	Tjp2	Tight junction protein ZO-2	S988	SQN**R**ED**S**F**D**YSKS	−1.10	0.0000
P20065	Tmsb4x	Thymosin beta-4; Hematopoietic system regulatory peptide	T29	KLK**K**TE**T**Q**E**KNPL	−0.64	0.0000
Q99PP7	Trim33	E3 ubiquitin-protein ligase TRIM33	S1134	RRK**R**LK**S**D**E**RPVH	−0.37	0.0003
Q8BJ05	Zc3h14	Zinc finger CCCH domain-containing protein 14	S309	VKV**K**RF**S**H**D**GEEE	−0.38	0.0004

*p*_joint_ is the product of the *p* value from T-statistic and the Gaussian probability (see Experimental procedures).

a Central S or T is the identified phosphorylation site. All sequences match -(R/K)-X-X-p(S/T)-X-(D/E) motif determined from *in vitro* phosphorylation studies.

To confirm that CAMK2D can indeed phosphorylate novel sites identified using the CRISPR-phosphoproteomics methodology, we performed *in vitro* phosphorylation experiments using quantitative protein mass spectrometry to measure phosphorylation of selected target sites alter incubation with varying concentrations of recombinant CAMK2D. Out of the 35 peptides listed, we selected six peptides [Jund (S100), Lad1 (T19), Mvb12a (S168), Pea15 (S116), Synpo (S258), and Tjp1 (S1051)] for these validation experiments. To confirm the activity of the recombinant CAMK2D, dot blotting was performed (Fig. 7*A*), which showed that syntide2 (positive control) was phosphorylated in the presence of 0.75 or 3.75 pmol of CAMK2D; in contrast, in the absence of CAMK2D, syntide2 remained unphosphorylated. With the quantitative mass spectrometry readout, syntide2 exhibited substantial phosphorylation in a CAMK2D dose-dependent manner, whereas CDK7tide (negative control peptide) did not undergo phosphorylation by CAMK2D (Fig. 7, *B* and *C*). Among the six selected peptides, four peptides were significantly phosphorylated in the presence of CAMK2D but were not phosphorylated in the absence of CAMK2D (Fig. 7, *D*–*G*).

**Figure 7:**
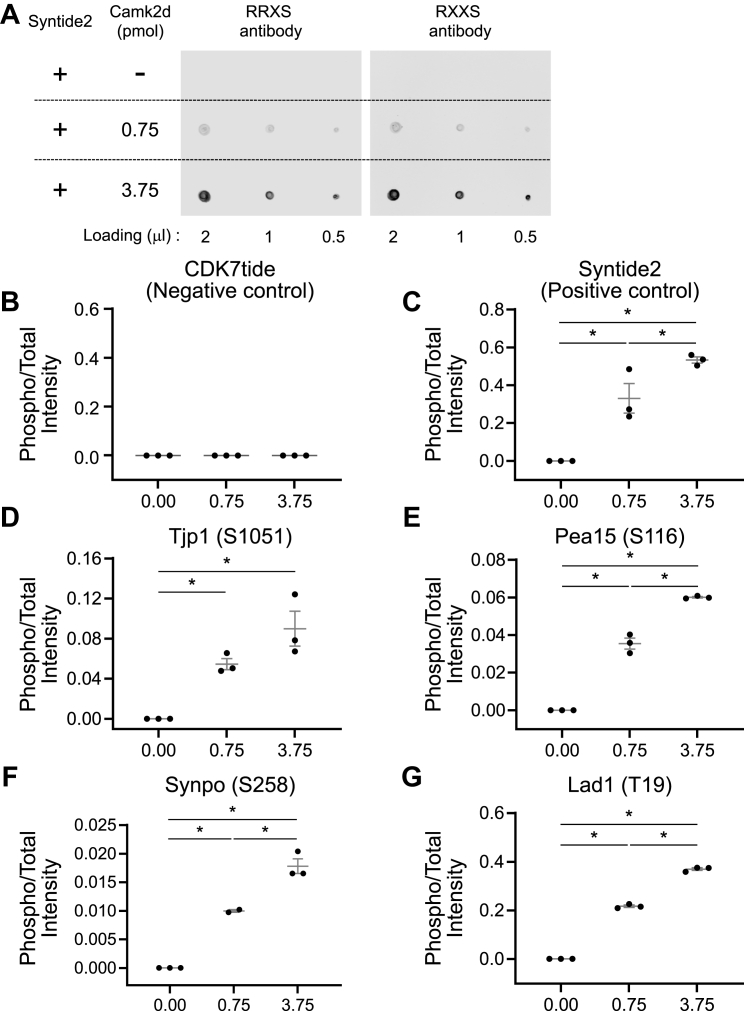
***In vitro* phosphorylation.***A*, dot blot of Syntide2. Syntide2 which is a known Camk2d target peptide was phosphorylated in the presence of CAMK2D. *B*–*G*, the ratio of phospho to total intensity obtained from the proteomics data. CDK7tide (negative control) was not phosphorylated, and syntide2 (positive control) was significantly phosphorylated by CAMK2D. Tjp1 (S1051), Pea15 (S116), Synpo (S258), and Lad (T19) were significantly phosphorylated in the presence of CAMK2D while those peptides were not phosphorylated in the absence of CAMK2D. ∗ indicates significance (*p* < 0.05), one-way ANOVA test. Samples were triplicated. Intensity values calculated in MaxQuant. CAMK2D, CAMK2δ.

The 35 newly identified targets compares with 21 phosphoproteins previously identified as CAMK2D targets from reductionist studies as reported at PhosphoSitePlus (https://www.phosphosite.org/). These phosphoproteins were ANKRD28 (35), BMAL1 (36, 37), CACNB1 (38, 39), CACNB2 (39, 40), CAMK2D (41, 42, 43), CEACAM1 (44), GLO1 (45, 46), HDAC4 (47, 48), HDAC5 (47, 49), ITPR2 (50), KCNJ11 (51), KCNQ1 (52), MYBPC3 (53), OCLN (54), PLN (55), PPP3CA (56), RYR2 (57, 58), SCN5A (59), STX3 (60), TTN (61), TPD52 (62). Other CAMK2 family members have been noted to phosphorylate other targets (3). Thus, the present study has more than doubled the number of known targets of CAMK2D. We mapped the 35 new sites to cellular functions regulated in collecting duct cells in response to vasopressin in Table 2. The largest groups map to “altered membrane trafficking of AQP2” and “increased *Aqp2* gene transcription”, providing new hypotheses for proteins involved in vasopressin-mediated regulation of these processes.

**Table 2:** Mapping of Camk2d target phosphoproteins to vasopressin-regulated cellular processes

Vasopressin-regulated cellular process	References	Phosphoproteins targeted by CAMK2D
Altered membrane trafficking of AQP2	(73, 74, 75, 76)	Arhgef37, Cd2ap, Cdk18, Cmtm4, Kif16b, Mtmr2, Mvb12a
Increased *Aqp2* gene transcription	(30, 77)	Baz1a, Bcl9, Chd8, Hmgn1, Ino80, Jund, Kat7, Ralgapa, Tmsb4x
Increased DNA accessibility at *Aqp2* gene	(87)	Baz1a, Chd8, Hmgn1, Ino80, Kat7, Trim33
Increased AQP2 translation	(78)	Eif4g3, Eif5b, Sec62
Increased AQP2 protein half life	(78, 88)	Mvb12a, Trim33
Intracellular calcium mobilization	(10, 24, 25)	none
Reorganization of actin filaments	(9, 20, 21, 23)	Cd2ap, Lad1, Limch1, Syne2, Synpo, Tmsb4x
Depolymerization of filamentous actin	(20, 21, 22)	Carmil1
Microtubule-dependent AQP2 redistribution	(89)	Ino80, Kif16b, Mtus1, Syne2
Increased tight junction permeability	(90)	Ahnak, Cd2ap, Synpo, Tjp1, Tjp2
Decreased rate of apoptosis	(91)	Chd8, Serbp1
Decreased rate of proliferation	(92)	Hmgn1, Jund, Kat7, Pkar1a
Increased principal cell size	(11, 93, 94, 95)	none
Decreased ERK1/2 activity	(18, 96)	Pea15

### Downstream kinases

Table 3 shows all protein kinases that underwent changes in phosphorylation in response to deletion of *Camk2d*. Two of these are proline-directed kinases, namely CDK18 and CDK1. The CDK18 site (Ser66) displayed the (R/K)-X-X-p(S/T)-X-(D/E) characteristic of CAMK2D. The phosphorylation decreases significantly, but the effect on kinase activity is unknown. If the change in phosphorylation results in an increase in kinase activity, it could be responsible for the overall increase in phosphorylation of sites with P in position +1 (Fig. 5*B*). Cdk1 undergoes an increase in phosphorylation at two neighboring sites that are well characterized (T14 and Y15) (63, 64, 65). Phosphorylation at these sites inhibits kinase activity (63, 65, 66) and so this kinase is unlikely to play a role in the overall increase in phosphorylation of sites with P in position +1. Thus, the pathway resulting in activation of these sites remains uncertain.

**Table 3:** Downstream protein kinases that underwent changes in phosphorylation by CAMK2D deletion

UniProt ID	Gene symbol	Annotation	Site	Centralized sequence	Log_2_ (KO/Intact)	*p*_joint_	Domain
Q9Z277	Baz1b	Tyrosine-protein kinase BAZ1B	S325	KKPKRDSSSLSSP	−0.124	0.0002	none
P11440	Cdk1	Cyclin-dependent kinase 1	T14	EKIGEGTYGVVYK	0.525	0.0000	catalytic
P11440	Cdk1	Cyclin-dependent kinase 1	Y15	KIGEGTYGVVYKG	0.461	0.0000	catalytic
Q04899	Cdk18	Cyclin-dependent kinase 18	S66	QNQRRFSMEDLNK	−0.332	0.0005	none
O08796	Eef2k	Eukaryotic elongation factor 2 kinase	S444	GDSGYPSEKRSDL	−1.136	0.0000	none
P70424	Erbb2	Receptor tyrosine-protein kinase erbB-2	Y878	DIDETEYHADGGK	−0.190	0.0001	catalytic
Q9ESL4	Map3k20	Mitogen-activated protein kinase kinase kinase MLT	S567	PGSRSDSSADCQW	0.371	0.0002	none
Q9ESL4	Map3k20	Mitogen-activated protein kinase kinase kinase MLT	S638	NPSRSSSPTQYGL	0.432	0.0000	none
Q8BPM2	Map4k5	Mitogen-activated protein kinase kinase kinase kinase 5	S433	QVLRRQSSPSCVP	−0.450	0.0000	none
Q3U214	Mast3	Microtubule-associated serine/threonine-protein kinase 3	S702	RYRHLGSEDDETN	0.434	0.0001	AGC-kinase C-terminal
Q6P9R2	Oxsr1	Serine/threonine-protein kinase OSR1	S359	AISQLRSPRVKDS	0.450	0.0000	none
Q8CIN4	Pak2	Serine/threonine-protein kinase PAK 2	T143	QKYLSFTPPEKDG	−0.462	0.0004	none
Q8CEE6	Pask	PAS domain-containing serine/threonine-protein kinase	S852	ILHRQTSDILVDR	0.519	0.0000	none
Q5EG47	Prkaa1	5′-AMP–activated protein kinase catalytic subunit alpha-1	S508	SCQRSDSDAEAQG	−0.306	0.0004	none
Q5EG47	Prkaa1	5′-AMP–activated protein kinase catalytic subunit alpha-1	T490	AKSGTATPQRSGS	0.366	0.0000	none
P97313	Prkdc	DNA-dependent protein kinase catalytic subunit	S3215	VDEDEESIDREVY	0.291	0.0001	FAT
O54988	Slk	STE20-like serine/threonine-protein kinase	S779	KDSGSVSLQETRR	0.511	0.0000	none
O55098	Stk10	Serine/threonine-protein kinase 10	S13	RRILRLSTFEKRK	0.469	0.0001	none
Q9WTK7	Stk11	Serine/threonine-protein kinase	S31	FIHRIDSTEVIYQ	−0.275	0.0004	none

### Downstream phosphatases

Secondary effects of *Camk2d* deletion could also be due to downstream regulation of protein phosphatase activities. Table 4 shows protein phosphatase subunits that underwent changes in phosphorylation in *Camk2d* deletion clones versus controls. There were two sites in the regulatory subunit of the protein phosphatase PPP1C (PPP1R12A) that underwent increases in phosphorylation. One of these sites, Ser445, has been shown to inhibit this subunit from binding to phosphatases through 14-3-3 interactions (67). Thus the demonstrated increase in PPP1R12A phosphorylation at Ser445 would be predicted to inhibit phosphatase activity, possibly explaining increases in phosphorylation at some sites. Another phosphatase regulator, PPP1R2 functions as a phosphatase inhibitor. It undergoes a decrease in phosphorylation at Ser90, with unknown effect on activity. An additional phosphatase, SSH1 or Slingshot 1, is a protein tyrosine phosphatase with uncertain role in CAMK2D signaling.

**Table 4:** Downstream protein phosphatases and phosphatase-related proteins that underwent changes in phosphorylation by CAMK2D deletion

UniProt ID	Gene symbol	Annotation	Site	Centralized sequence	Log_2_ (KO/Intact)	*p*_joint_
Q9DBR7	Ppp1r12a	Protein phosphatase 1 regulatory subunit 12A	S445	GLRKTGSYGALAE	0.305	0.0000
Q9DBR7	Ppp1r12a	Protein phosphatase 1 regulatory subunit 12A	T669	RRRSYLTPVRDEE	0.318	0.0002
Q9DCL8	Ppp1r2	Protein phosphatase inhibitor 2	S90	EDAYSDSEGNEVM	−0.446	0.0001
Q76I79	Ssh1	Protein phosphatase Slingshot homolog 1	T981	GSLNFSTEDLSSE	0.305	0.0004

### Bioinformatics

We also carried out an unbiased bioinformatic analysis using DAVID 2021 to identify *Gene Ontology Biological Process (GO-BP)* terms that are associated with altered phosphoproteins. The phosphoproteins associated with downregulated phosphorylation sites are shown in Table 5. The direct CAMK2D targets are shown in bold. The major enriched GO-BP terms include several associated with processes relevant to AQP2 regulation including regulation of actin cytoskeleton, epithelial polarity determination and differentiation, apoptosis, TGF-beta signaling, regulation of transport, and endocytosis. The phosphoproteins associated with upregulated phosphorylation sites are shown in Table 6. This includes many of the same processes seen for the downregulated sites but also includes GO terms regulated to DNA replication gene expression and RNA processing. The major enriched GO-BP terms were those associated with processes relevant to AQP2 regulation including those pertaining to regulation of gene expression, DNA replication, cell polarity, RNA splicing, microtubule organization, and endocytosis.

**Table 5:** List of *Gene Ontology Biological Process* terms enriched among phosphoproteins with phosphorylation sites decreased by CAMK2D deletion∗

Term (count)	Fold enrichment	*p* (Fisher exact)	Gene symbol
Establishment of monopolar cell polarity (4)	12.50	0.000	Scrib, Camsap3, Slc9a3r1, Map1b
Actin cytoskeleton organization (17)	2.37	0.001	**Prkar1a**, Lima1, Arhgef2, Kank3, Vasp, Snx9, **Synpo**, Fhod1, Slc9a3r1, **Tjp1**, **Carmil1**, Shroom2, **Cd2ap**, **Limch1**, Srcin1, Pak2, Marcksl1
Establishment or maintenance of apical/basal cell polarity (4)	6.48	0.003	Pard3, Scrib, Camsap3, Slc9a3r1
Regulation of apoptotic process (23)	1.78	0.004	Niban2, Tpd52l1, Scrib, **Chd8**, Wfs1, Gapdh, Slc9a3r1, Prkaa1, Mff, Erbb2, Casp3, **Tjp1**, Akap12, Zfand6, **Pea15**, Eef2k, Oxr1, Acin1, Suds3, **Serbp1**, Pla2g4a, Rybp, Pak2
Regulation of transforming growth factor beta receptor signaling pathway (5)	4.29	0.006	**Trim33**, Bcl9l, Itga3, Suds3, Veph1
Negative regulation of microtubule depolymerization (3)	6.91	0.009	Arhgef2, Camsap3, Map1b
Positive regulation of transport (14)	1.80	0.022	**Prkar1a**, Asph, Wfs1, **Mtmr2**, Slc9a3r1, Ubr5, Prkaa1, Mff, Erbb2, Emd, Eef2k, Pard3, **Cd2ap**, Pla2g4a
Epithelial cell differentiation (10)	1.98	0.029	Pard3, Scrib, Tjp3, Camsap3, Fndc3a, Slc9a3r1, **Tjp1**, Casp3, **Tjp2**, Map1b
Endocytosis (11)	1.87	0.032	**Carmil1**, Eef2k, Pard3, Scrib, Snx9, Fkbp15, **Cd2ap**, Lyst, **Mtmr2**, Mff, Dennd1b

Bold indicates inferred direct phosphorylation site.

∗ Based on analysis using DAVID 2021.

**Table 6:** List of *Gene Ontology Biological Process* terms enriched among phosphoproteins with phosphorylation sites increased by CAMK2D deletion∗

Term (count)	Fold enrichment	*p* (Fisher exact)	Gene symbol
DNA replication (11)	3.11	0.001	Mcm6, Nfib, Ssrp1, Mcm3, Lig1, Ttf1, Purb, Rbbp6, Cdk1, Supt16 h, Cdt1
Establishment of monopolar cell polarity (3)	8.01	0.006	Patj, Camsap3, Gbf1
Cell development (31)	1.57	0.006	Micall1, Camsap1, Crebbp, Nfib, Zbtb7a, Pard3, Septin7, Atn1, Kmt2d, Kif13b, Snx1, Shc1, Pdlim5, Pdcd4, Mia3, Camsap3, Prkdc, Nolc1, Nfatc2, App, Mrtfb, Slc44a4, **Carmil1**, Rbm10, Tcof1, Brd1, Wasl, Adgrg6, Nrdc, Myo1e, Ccm2
Regulation of RNA splicing (8)	2.74	0.008	Rbm10, Srsf7, Q3TQI7, Nup98, **Ahnak**, Khdrbs1, Fxr2, Zbtb7a
Cytoplasmic microtubule organization (4)	4.27	0.013	Camsap1, Camsap3, Clasp1, Slk
Actin cytoskeleton organization (15)	1.79	0.020	Pdlim5, Sptbn1, Epb41l1, Arhgap17, Clasp1, Mrtfb, Cald1, **Carmil1**, Washc2, Sptbn2, Wasl, **Cd2ap**, Shc1, Myo1e, Epb41l2
Golgi vesicle transport (10)	2.03	0.025	Nbas, Eps15, Plcb3, Snx2, Mia3, Mia2, Sptbn1, Snx1, Arcn1, Gbf1
Regulation of gene expression (48)	1.27	0.030	Znf740, Srsf7, Zc3h18, Crebbp, Tcf20, Cxxc1, Nfib, Cnpy2, Purb, Pelp1, Tmpo, Fxr2, Cdk1, Eif4ebp2, Zbtb7a, Supt16 h, Akap8l, Atn1, Kmt2d, Cdc5l, Khdrbs1, Rsf1, Rai1, Shc1, Phip, Ctr9, Nab2, Q3TQI7, Hnrnpa1, Pdcd4, Ctnnd1, Nup98, Prkdc, Cic, Nolc1, Nfatc2, Prkaa1, App, Mrtfb, Eif3b, Nbas, Pkp3, Rbm10, Tcof1, Zzz3, Tnrc6b, Wasl, **Ahnak**
RNA processing (23)	1.48	0.033	Ctr9, Prpf38b, Srsf7, Sf3a3, Q3TQI7, Srrm2, Hnrnpa1, Nup98, Prkdc, Pnn, Dbr1, Pelp1, Rbbp6, Fxr2, App, Zbtb7a, Akap8l, Rbm10, Ints1, Cdc5l, Khdrbs1, Bysl, Trmt10a
Endocytosis (12)	1.74	0.041	Eps15, **Carmil1**, Pard3, Micall1, Snx2, Wasl, **Cd2ap**, Cnpy2, Snx1, Myo1e, Fcho2, App
Mitotic cell cycle process (15)	1.62	0.043	Map3k20, Smc3, Mcm6, Crebbp, Prkdc, Sptbn1, Clasp1, Lig1, App, Cdk1, Cdt1, Akap8l, Septin7, Mcm3, Phip

Bold indicates inferred direct phosphorylation sites.

∗ Based on analysis using DAVID 2021.

### RNA sequencing

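mpkCCD cells, an immortalized line of mouse collecting duct principal cells, were grown with the V2-receptor agonist dDAVP at 0.1 nM for 7 days, the first 4 in complete medium and the last 3 in simple medium. RNA-seq libraries from full-length cDNA were sequenced as 50-bp pairs, and the authors quantified each gene with STAR and RSEM. The values used here are the authors' TPM, which scale the reads on each gene by its length and make every sample sum to the same total. TPM keep no record of sequencing depth, so the depth of each sample is unknown and no counting error can be attached to a value. The 5 Camk2d-intact samples came from 3 cell lines, the parental line and 2 intact clones with 2 samples each. The 5 Camk2d KO samples were 5 clones, of which KO 1 and KO 2 came from the guide for exon 8 and KO 3, KO 4 and KO 5 from the guide for exon 9.

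In the table, 26023 genes were above 0 in at least 1 sample and 15778 in every sample. Between 19499 and 20052 genes per sample (median 19716) were above 0 in intact cells and between 19344 and 19692 (median 19592) in KO clones. Genes of the mitochondrial genome held 0.803% to 1.00% of the TPM in intact samples and 0.800% to 0.958% in KO samples. The 10 most abundant genes of each sample held 3.61% to 4.55%. Pearson's r of log2(TPM + 1) was taken across genes with a mean TPM of at least 1. It was 0.980 to 0.984 between the samples of 1 intact clone and 0.975 to 0.979 between intact samples of different lines. Between KO clones it was 0.962 to 0.981, and between KO and intact samples 0.965 to 0.980.

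The 20000 genes with the highest mean TPM were compared between the 5 KO and the 5 intact samples on log2(TPM + 1) with limma (moderated variance with an intensity trend) and Benjamini-Hochberg adjustment. The lowest mean TPM among them was 0.049. Log2 ratios on this scale understate the change of genes with few TPM. Single genes were also compared with a two-sided exact permutation test, whose smallest possible p-value over the 252 arrangements of 5 against 5 samples is 0.00794. Camk2d itself (ENSMUSG00000053819) was 132 ± 6.97 TPM (SD, n = 5) in intact cells and 24.7 ± 3.65 TPM (SD, n = 5) in KO clones, which is 18.6% of the intact mean. The KO clones had 25.5, 19.8, 23.2, 29.8 and 25.2 TPM in the order KO 1 to KO 5, and the lowest intact sample had 123 TPM. The log2(KO/intact) was -2.39 (standard error 0.09, limma adjusted p = 1.2e-06), and it stayed between -2.46 and -2.31 over 21 alternative settings and fits with 1 sample left out that kept clones of both guides.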

We also ran a transcriptomic analysis on *Camk2d*-KO versus *Camk2d*-intact mpkCCD cell lines using RNA-seq (Fig. 8). This analysis showed that only a very small fraction of total quantified transcripts underwent significant changes in expression (19 of approximately 20,000 transcripts which include products of both protein-coding and noncoding genes). 

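Of the 20000 genes tested, 1 gene, Camk2d, had an adjusted p-value under 0.05 with limma, and 1 under 0.1. The next smallest adjusted p-value was 0.245. Without adjustment, 1398 genes had a p-value under 0.05, 905 of them higher in KO cells, where chance alone gives 1000. This number was 762 with 1 value per cell line and 749 with the cell line as a random effect. The alternative that moved the count most compared the exon 8 KO clones alone with the intact samples and gave 43 genes, 16 higher and 27 lower. That alternative counted the 2 samples of each intact clone as separate and was not run with 1 value per cell line. When the same test was run on simulated data of the same size with 200 of the 20000 genes changed by a log2 ratio of 1, it recovered 184 of them and called 11 unchanged genes. With a log2 ratio of 2 it recovered 195 and called 14. The simulated noise was independent in every sample, without shared cell lines, and changed genes were drawn at any abundance. Recovery in the real data may therefore be lower, and the simulation does not show that other changed genes are absent. Among the 19 transcripts labelled in Fig. 8C, 17 were among the genes tested and 16 of these had an unadjusted p-value under 0.05. The paper chose the 19 for a difference between these same samples, so this count is not independent evidence. From the small number of changed transcripts, the paper reasons that a gene enrichment analysis was not possible.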

Because so few transcripts were changed, gene enrichment analysis was not possible. However, standing out among the 19 transcripts that underwent changes were three gasdermin genes (*Gsdmc2, Gsdmc3*, and *Gsdmc4*), pore-forming proteins that cause membrane permeabilization and pyroptosis (68). 

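Gsdmc2 (ENSMUSG00000056293) was 25.0 ± 7.07 TPM (SD, n = 5) in intact samples and 7.09 ± 3.24 TPM (SD, n = 5) in KO clones. Its log2(KO/intact) on the log2(TPM + 1) scale was -1.75 (standard error 0.29, limma adjusted p = 0.245). Gsdmc4 (ENSMUSG00000055748) fell from 14.7 ± 1.80 TPM to 6.14 ± 2.58 TPM (SD, n = 5 each), a log2 ratio of -1.20 with a limma adjusted p of 0.245. Gsdmc3 (ENSMUSG00000055827) fell from 4.86 ± 1.05 TPM to 1.74 ± 0.878 TPM (SD, n = 5 each), a log2 ratio of -1.14 with a limma adjusted p of 0.282. For each of these genes, every KO clone lay below every intact sample (two-sided exact permutation test, p = 0.00794). The test counts the 2 samples of each intact clone as independent, and the paper named these genes for a difference between the same samples. Over the alternative settings, limma's adjusted p ran from 0.180 to 0.998 for Gsdmc2, from 0.177 to 0.998 for Gsdmc3 and from 0.0551 to 0.998 for Gsdmc4. With the exon 8 KO clones alone against intact samples, it was 0.101 for Gsdmc2, 0.0474 for Gsdmc3 and 0.00741 for Gsdmc4, with log2 ratios of -1.99, -1.48 and -1.63. With the exon 9 KO clones alone it was 0.244, 0.328 and 0.275, with log2 ratios of -1.58, -0.91 and -0.90. Neither of these fits was run with 1 value per cell line. The difference between the guides had a limma adjusted p of 0.754, 0.426 and 0.227.

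The 3 genes are close paralogs. In the GENCODE M21 transcripts, 48.7% of the 50-base windows of Gsdmc2, 54.0% of those of Gsdmc3 and 61.0% of those of Gsdmc4 occur in no other gene, so the division of reads among them is uncertain. Their summed TPM had a log2 ratio of -1.56. Among the other gasdermins, the log2 ratio was -0.72 for Gsdmcl-ps and -0.47 for Gsdmcl2, with overlapping groups. The ratio was 0.23 for Gsdme, 0.20 for Gsdmd and 0.10 for Gsdmc, also with overlap. Gsdma had 0.02, which became -0.0023 with a pseudocount of 0.1. Gsdma2, Gsdma3 and Gsdmcl1 were listed at 0 in all 10 samples.

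**Figure D1:**
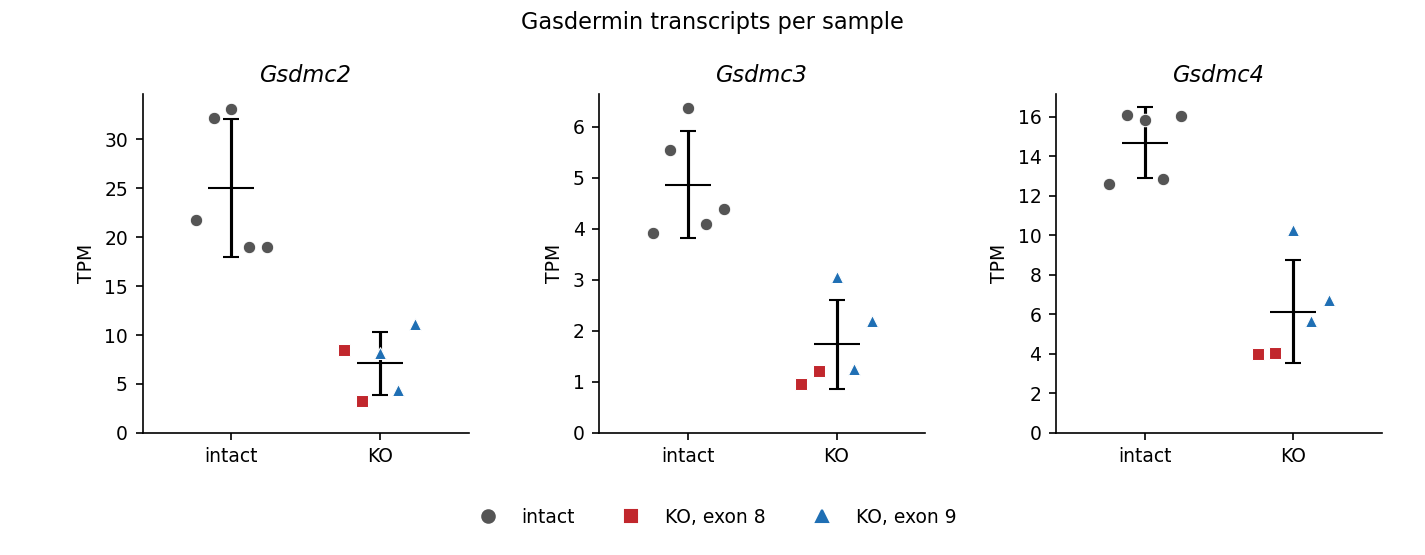
TPM of Gsdmc2, Gsdmc3 and Gsdmc4 in each of the 5 intact samples (circles), the 2 exon 8 KO clones (squares) and the 3 exon 9 KO clones (triangles). Horizontal lines mark the mean and error bars the SD of the 5 samples of a group, and no KO clone reaches an intact sample in any of the 3 panels.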

Gasdermins have also been seen to play additional roles in cells involved in the regulation of apoptosis, signaling, mitochondrial function, and protein translation (68).

**Figure 8:**
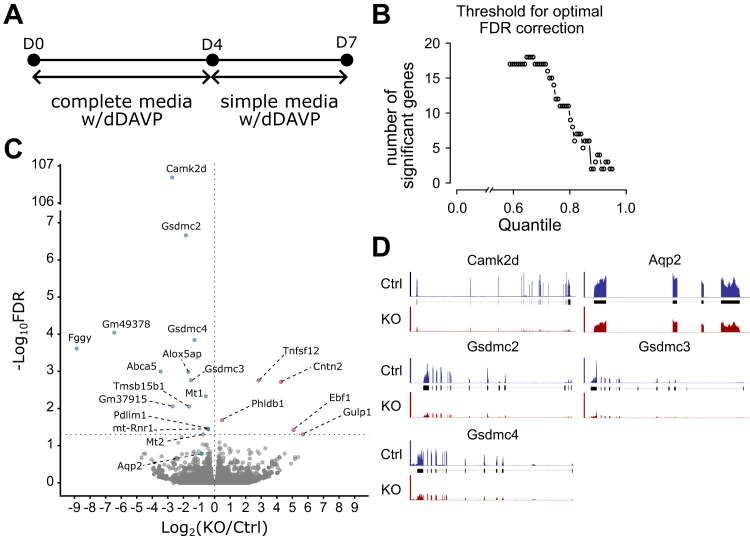
**RNA-seq–based transcriptomic analysis of *Camk2d* KO versus *Camk2d* intact cells.***A*, cell culture strategy for long-term dDAVP (7 days, 0.1 nM) stimulation. *B*, plot for the cut-off threshold to determine the optimal false discovery rate (FDR) correction. The cut-off threshold was calculated, and it was determined by the value which assigned the most significant genes. *C*, volcano plot of RNA-seq. Only 19 transcripts underwent significant changes (14 decreased genes and 5 increased genes). *D*, distribution of RNA-seq reads across gene bodies of selected genes: *Camk2d* (decreased), *Gsdmc2* (decreased), *Gsdmc3* (decreased), *Gsdmc4* (decreased), *AQP2* (unchanged). AQP2, aquaporin-2; CAMK2D, CAMK2δ; dDAVP, 1-desamino-8-D-arginine-vasopressin.

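All 19 transcripts labelled in the volcano plot had the direction given in Fig. 8C when their mean log2(TPM + 1) was compared. In 13 of them the KO clones and the intact samples did not overlap, and in 6 (Fggy, Gm49378, Abca5, Pdlim1, Mt2 and Gulp1) they did. The two-sided exact permutation test gave a p-value under 0.05 for 17 of the 19. The paper chose the 19 for a difference between these same samples. The shared directions, the lack of overlap and these p-values are therefore not independent evidence of a change. Alox5ap fell from 6.55 ± 2.32 TPM (SD, n = 5) to 1.96 ± 0.669 TPM (SD, n = 5), a log2 ratio of -1.32 (limma adjusted p = 0.245). Tmsb15b1 fell from 5.53 ± 0.916 to 1.81 ± 1.03 TPM (SD, n = 5 each), a log2 ratio of -1.28, but 59.2% of its 50-base windows also occur in Tmsb15l. The metallothionein Mt1 was abundant and moved less, from 1621 ± 232 to 1136 ± 210 TPM (SD, n = 5 each) with a log2 ratio of -0.52. Phldb1 rose from 11.9 ± 1.28 to 17.6 ± 2.21 TPM (SD, n = 5 each), a log2 ratio of 0.53 (limma adjusted p = 0.282).

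Several of the others had few TPM. Fggy was 0.89 TPM in the parental line, 0 in both samples of intact clone 1, 4.45 and 4.31 TPM in those of intact clone 2, and listed at 0 in every KO clone. Intact clone 2 held 83.1% of the Fggy TPM summed over the 8 cell lines. Gulp1 reached 4.65 TPM in KO 2 and at most 0.16 TPM in the other 9 samples, so that KO 2 held 89.4% of its summed TPM. The highest sample had 0.3 TPM of Gm49378, 1.31 of Abca5, 0.27 of Gm37915, 0.09 of Cntn2 and 0.1 of Ebf1. Ebf1 was listed at 0 in all intact samples, and neither Ebf1 nor Cntn2 was among the genes tested. For Gm49378, 1.74% of the 50-base windows are its own, and 27.4% of those of Gm37915 are.

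**Figure D2:**
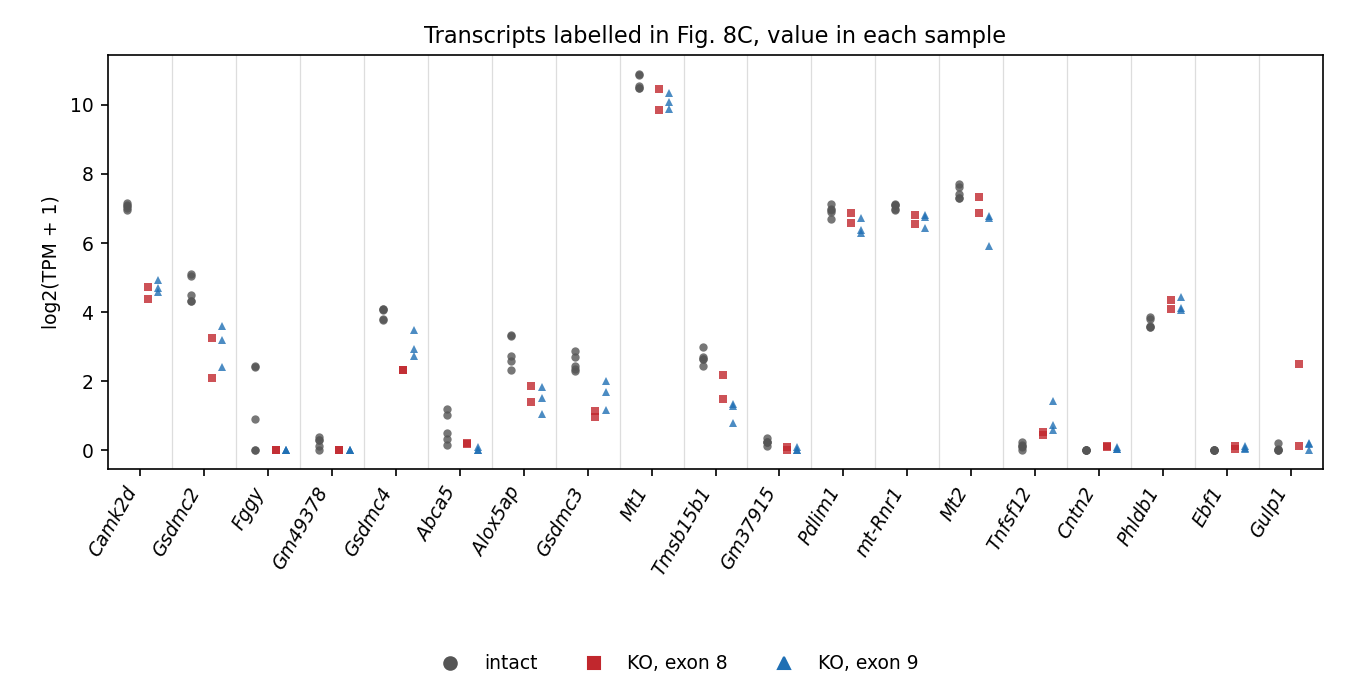
Value of log2(TPM + 1) of the 19 transcripts in each intact sample (circles), exon 8 KO clone (squares) and exon 9 KO clone (triangles). Camk2d shows the widest gap between the groups, while the single high point of Gulp1 is KO 2 and the 2 high points of Fggy are intact clone 2.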

## Discussion

In this study, we combined CRISPR-Cas9–mediated genome editing with phosphoproteomic analysis to identify direct and indirect targets of CAMK2D in renal collecting duct cells. The analysis, when coupled with prior *in vitro* phosphorylation data, identified 35 novel phosphorylation sites that appear to be direct CAMK2D targets. Additional phosphorylation sites that underwent changes in abundance are likely to be indirect targets, which are phosphorylated by other kinases that are in turn regulated by CAMK2D. The method employing CRISPR-Cas9 coupled to phospho-proteomics for identification of novel protein kinase targets has previously been used successfully to identify target sites for PKA (18) and MLCK (28). These studies markedly expanded the lists of known targets for these protein kinases. The findings in this study are relevant both to the regulation of the water channel AQP2 in the collecting duct and potentially to CAMK2D targets in other tissues. The full CRISPR-phosphoproteomic dataset is provided to readers as a publicly accessible web resource allowing searching, browsing, and download of data for further interpretation (https://esbl.nhlbi.nih.gov/Databases/CAMK2D-proteome/). Other methods have been employed to carry out large-scale identification of protein kinase targets, most notably the use of kinase selective inhibitors coupled with phosphoproteomics (69, 70).

The 35 direct targets all possessed the CAMK2 consensus sequence (R/K)-X-X-p(S/T)-X-(D/E) and showed statistically significant decreases in phospho-occupancy in multiple *Camk2d*-KO cell lines versus *Camk2d*-intact cells. All are novel targets, adding to the list of 21 target phosphoproteins previously identified in reductionist studies and cataloged at PhosphoSitePlus (https://www.phosphosite.org/). Four of the 35 newly identified phosphorylation sites were confirmed as CAMK2D targets in *in vitro* phosphorylation studies using recombinant CAMK2D, further validating the CRISPR-phosphoproteomics methodology. Most of the 21 previously identified phosphoproteins are widely expressed among tissues and are likely targets outside of the kidney. The consensus sequence (R/K)-X-X-p(S/T)-X-(D/E) was determined from data reported in prior studies in which recombinant protein kinases were used either for *in vitro* phosphorylation using arrays of synthetic target peptides (34) or mixtures of dephosphorylated proteins followed by protein mass spectrometry (31, 32). In addition, many of the known phosphorylation targets of CAMK2D from reductionist studies reported at *PhosphoSitePlus* have this motif.

The current experiments also identified phosphorylation events that are indirectly mediated by CAMK2D, which would not be detected in an *in vitro* system. Many of these phosphoproteins had sites that were increased in phospho-occupancy, which is necessarily an indirect effect of the *Camk2d* deletion. These upregulated sites had a preponderance of sequences with proline (P) in position +1 consistent with CMGC family kinases that include both MAP kinases and cyclin-dependent kinases (34). Among this group of kinases, only one was found to be a direct target of CAMK2D, namely CDK18 at Ser66 (centralized sequence: QNQRRFpSMEDLNK). This site has been previously labeled as a PKA target site, but the effect of phosphorylation on activity is unclear (71). Another possibility for the increase in phosphorylation at sites with proline in position +1 is that a proline-directed phosphatase like PP2A (72) may be inhibited downstream from CAMK2D. This study does not provide evidence for such a possibility. There were several protein kinases that underwent changes in phosphorylation in response to *Camk2d* deletion and these likely mediate some of the indirect effects of *Camk2d* deletion.

What do these results tell us about vasopressin action and AQP2 regulation? Vasopressin increases calcium mobilization in collecting duct principal cells (10, 24, 25) which activates calmodulin-dependent kinases including CAMK2D. AQP2 is regulated in multiple ways, namely regulated trafficking to and from the apical plasma membrane of collecting duct cells (73, 74, 75, 76) and regulation of AQP2 protein abundance by transcriptional (30, 77) and posttranscriptional (78) mechanisms (Table 2). Calmodulin inhibitors rapidly reduced osmotic water permeability in isolated perfused collecting ducts (10) presumably through effects on AQP2 trafficking, which is regulated in part through AQP2 phosphorylation in a cluster of four serines in the C-terminal tail (79). One of these, Ser256, was proposed to be phosphorylated by CAMK2D (4, 8). Note that Ser256 is within an amino acid sequence (VRRRQpSVELHS) that corresponds to the inferred CAMK2D target motif. Indeed, immunoblotting showed that deletion of CAMK2D decreased AQP2 phosphorylation at Ser256 even when the observed reduction in total AQP2 was taken into account. Another AQP2 phosphorylation site, Ser269, is believed to regulate AQP2 endocytosis (80, 81, 82). Immunoblotting also showed a decrease in Ser269 phosphorylation in *Camk2d* KO cells (Fig. 2). Consistent with the changes in Ser269 phosphorylation, the *Gene Ontology* analysis identified ‘Endocytosis’ as an enriched biological process. However, AQP2 internalization after dDAVP washout appeared to be unaffected by Camk2d deletion.

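The Aqp2 transcript (ENSMUSG00000023013) was 4318 ± 696 TPM (SD, n = 5) in intact samples and 2485 ± 1024 TPM (SD, n = 5) in KO clones. The log2(KO/intact) was -0.89 (standard error 0.27, limma adjusted p = 0.565), and limma's adjusted p ran from 0.442 to 1.000 over the alternatives. The two-sided exact permutation test gave p = 0.0159. It makes no adjustment for the number of genes and counts the 2 samples of each intact clone as independent. The groups overlapped, because KO 3 with 3789 TPM lay above the lowest intact sample with 3773 TPM. KO 1 and KO 2, from the exon 8 guide, had 1281 and 1618 TPM, and KO 4 and KO 5, from the exon 9 guide, had 2880 and 2856 TPM. Compared with the intact samples, the exon 8 clones alone had a log2 ratio of -1.57 (limma adjusted p = 0.0250) and the exon 9 clones alone a log2 ratio of -0.44 (limma adjusted p = 0.447). Both fits counted the 2 samples of each intact clone as separate, and neither was run with 1 value per cell line. The difference between the 2 sets of clones, exon 9 minus exon 8, was 1.13 on the log2 scale (standard error 0.19, limma adjusted p = 0.0513). With 1 value per cell line its limma adjusted p was 0.148, and it ran from 0.0365 to 0.148 over 11 alternatives.

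**Figure D3:**
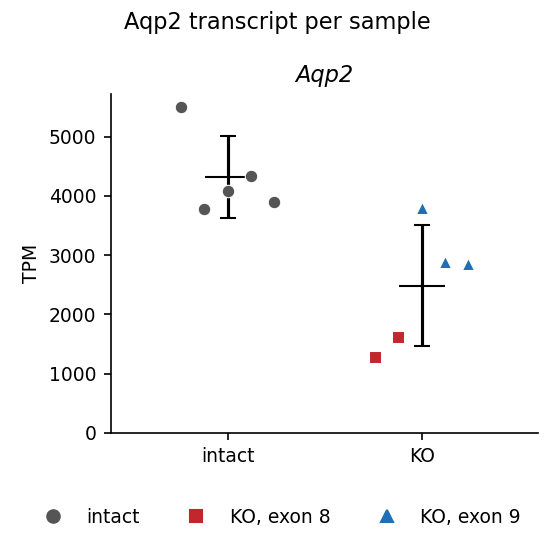
TPM of Aqp2 in each of the 5 intact samples (circles), the 2 exon 8 KO clones (squares) and the 3 exon 9 KO clones (triangles). The horizontal line is the mean and the error bar the SD of the 5 samples of a group; the exon 8 clones lie lowest and KO 3 overlaps the intact range.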

AQP2 protein abundance was decreased in the *Camk2d* KO cell lines, although the abundance of the corresponding AQP2 transcript was not significantly decreased. Very few transcript abundances changed and there was no overlap with the response to deletion of PKA with the exception of gasdermin C, a pyroptosis effector protein.

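Counted gene by gene, 328 of the 20000 genes (1.64%) had no overlap between the 5 KO and the 5 intact samples. Chance gives 0.794% if all 10 samples are exchangeable, but the intact samples come from 3 lines. Among the 26 divisions that keep the samples of each intact clone together, the median was 212.5 genes and the largest other value 318. After centering by GC content or transcript length, the number was 305 or 288, and other divisions reached 385 or 414. The median log2(KO/intact) of all tested genes was 0.02. The overlap with the response to deletion of PKA was not analysed here.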

Vasopressin also regulates the actin cytoskeleton resulting in F-actin depolymerization in the apical region (20, 21, 22) (Table 2). Indeed the *Gene Ontology Biological Process* term ‘Actin Cytoskeleton Organization” showed an association with phosphoproteins that underwent changes in phosphorylation with *Camk2d* deletion. This includes phosphorylation changes in *Arhgef2, Cd2ap, Pak2*, *and Lima1* (EPLIN). Nevertheless, there was no obvious change in F-actin distribution in the cells as assessed by phalloidin staining. However, it is possible that there were localized effects not detectable by the method employed.

Another action of vasopressin in collecting duct cells is regulation of cell junctions (Table 2). Indeed, both TJP1 (ZO-1) and TJP2 (ZO-2) had significant decreases in phosphorylation at putative Camk2d sites in response to *Camk2d* deletion. However, *Camk2d* deletion did not alter transepithelial resistance (Fig. 2). In addition, there was no detectable change in ZO-1 distribution or abundance in *Camk2d* KO cells (Fig. 3). In addition, two of the enriched *Gene Ontology Biological Process* terms are related to cell polarity. For example, there were multiple distinct PDZ domain proteins that underwent phosphorylation changes, namely SLC9A3R1, SCRIB, and PARD3, as well as the aforementioned ZO-1 and ZO-2.

In general, although the phosphorylation changes seen with *Camk2d* deletion pointed to specific physiological processes, we did not see strong effects on these processes. This could be due in part to the redundancy in the CAMK family. Table 7 shows the expression of CAMK2 family transcripts and proteins in collecting duct. 

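In the intact samples, Camk2b (ENSMUSG00000057897) was 10.7 ± 2.49 TPM (SD, n = 5) with a range of 7.63 to 14.2 TPM. Camk2g (ENSMUSG00000021820) was 5.11 ± 1.34 TPM (SD, n = 5) with a range of 4.10 to 6.99 TPM. Camk2a (ENSMUSG00000024617) was at or under 0.03 TPM in every intact sample and listed at 0 in 2 of the 5. The lowest Camk2d value of an intact sample was above the highest value of each of these genes in any sample.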

The transcriptomics in the present study shows significant expression of two isoforms other than *Camk2d*, namely *Camk2b* and *Camk2g*. However, in proteomic analysis, CAMK2A and CAMK2B were undetectable and the CAMK2G abundance was only about 7% of the CAMK2D value. Also, the data in Table 7 did not show evidence of compensation, that is an increase in the nondelta isoforms in *Camk2d* KO. Thus, it is conceivable that these additional family members are able to maintain the aforementioned physiological functions. 

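In the KO clones, Camk2b was 11.7 ± 2.8 TPM (SD, n = 5). Its log2(KO/intact) was 0.13 (standard error 0.17, limma adjusted p = 0.888, two-sided exact permutation p = 0.516). Camk2g was 4.51 ± 1.17 TPM (SD, n = 5) in KO clones, with a log2 ratio of -0.15 (standard error 0.18, limma adjusted p = 0.869, two-sided exact permutation p = 0.397). Both differences were smaller than the spread between replicates. Camk2a, which was outside the genes tested with limma, reached at most 0.06 TPM in a KO clone and showed no difference (two-sided exact permutation p = 0.762). KO 1 had 16.6 TPM of Camk2b, against 10.1 to 11.5 in the other KO clones, and KO 2 had 6.55 TPM of Camk2g, against 3.62 to 4.3.

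**Figure D4:**
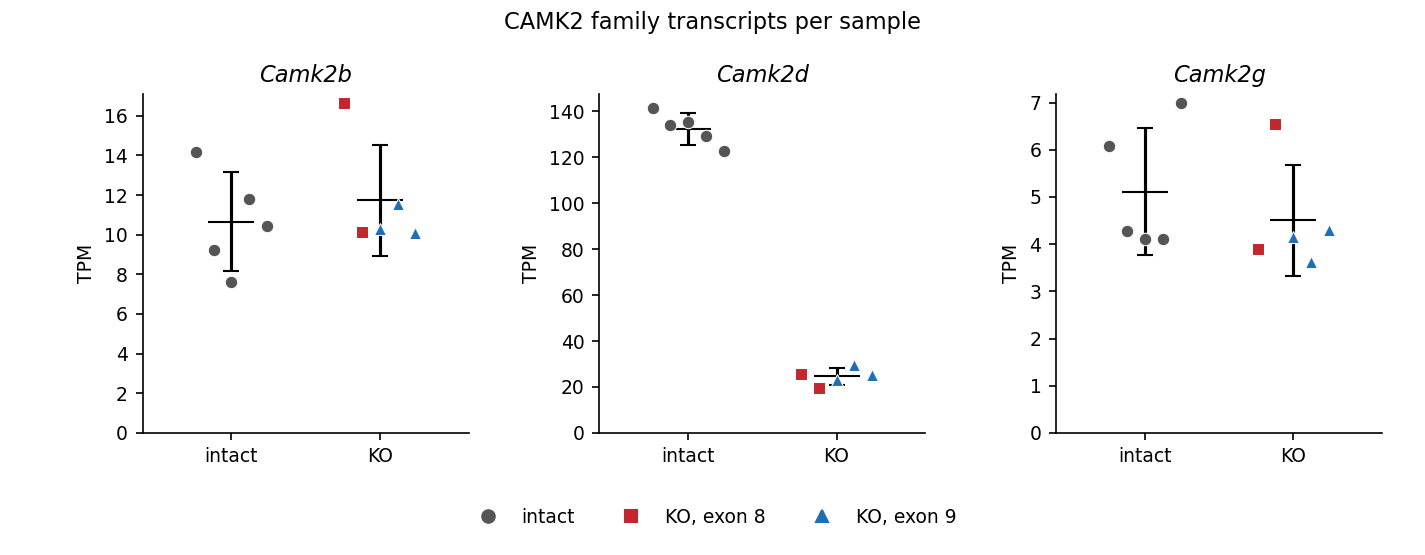
TPM of Camk2b, Camk2d and Camk2g in each of the 5 intact samples (circles), the 2 exon 8 KO clones (squares) and the 3 exon 9 KO clones (triangles), with mean and SD per group. The groups overlap for Camk2b and Camk2g and are separate for Camk2d.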

Note also that even the inferred direct targets of CAMK2D sustained some residual phosphorylation in the *Camk2d* KO cells, supporting the hypothesis that there may be redundancy in CAMK2 function in collecting duct cells.

**Table 7:** Expression of Camk2 isoforms in response to Camk2d deletion

RNA seq					
Gene symbol	Annotation	Intact mean TPM	KO mean TPM	Log_2_ KO/Intact	FDR
Camk2a	Calcium/calmodulin-dependent protein kinase II alpha	0.023	0.031	0.767	0.998
Camk2b	Calcium/calmodulin-dependent protein kinase II, beta	3.517	3.646	0.120	0.998
Camk2d	Calcium/calmodulin-dependent protein kinase II, delta	7.059	4.671	−2.725	0.000
Camk2g	Calcium/calmodulin-dependent protein kinase II gamma	2.585	2.438	−0.029	0.998

Total protein changes					
Gene symbol	Annotation	Intact mean intensity	KO mean intensity	Log_2_ KO/Intact	*p*_joint_
Camk2a	Calcium/calmodulin-dependent protein kinase II alpha	N.D.	N.D.		
Camk2b	Calcium/calmodulin-dependent protein kinase II, beta	N.D.	N.D.		
Camk2d	Calcium/calmodulin-dependent protein kinase II, delta	1,003,719	163,702	−2.617	9.9E-120
Camk2g	Calcium/calmodulin-dependent protein kinase II gamma	74,141	58,360	−0.389	0.0001

N.D., not detectable.

## Experimental procedures

### Cell culture

Studies were done in a mice cortical collecting duct cell line (mpkCCDc11 secondary clone 38, mpkCCD_C11-38_) which was recloned from mpkCCDc11 cells (28). The cells were grown on permeable membrane supports (Cat. No. 3460, 3450 and 3419, Corning) in complete DMEM/Ham’s F12 medium (DMEM/F12) containing 5 μg/ml insulin, 50 nM dexamethasone, 1 nM triiodothyronine, 10 ng/ml epidermal growth factor, 60 nM sodium selenite, 5 μg/ml transferrin, and 2% fetal bovine serum in the presence of 0.1 nM dDAVP (V1005, Sigma) for 4 days. Then, the medium was changed to a simple serum-free/growth factor-free medium (with 50 nM dexamethasone, 60 nM sodium selenite, 5 μg/ml transferrin) with 0.1 nM dDAVP for 3 days to ensure complete polarization and cell differentiation. Complete medium was changed every other day, and simple medium was changed every day. For short-term experiments, dDAVP was removed for 2 h and then cells were exposed to either vehicle or 0.1 nM dDAVP on the basolateral side for 30 min. For long-term experiments, after 4 days growth in complete medium, cells were treated with vehicle or 0.1 nM dDAVP on the basolateral side for 3 days in simple medium.

### Generation of Camk2d-Null and Camk2d-Intact cell lines

mpkCCD_C11-38_ cells were transfected with CMV-eCas9-2a-tGFP plasmids (MMPD0000110416, MMPD0000110419, Sigma) containing either of two gRNAs specific for *Camk2d* gene, using Lipofectamine 3000 (L3000015, Invitrogen) according to the manufacturer’s instructions. The sequence of the two gRNAs are gRNA1; 5′-TCCATAAGGATCTTTACGC-3′, gRNA2; 5′- GATCTTCATCCCAGAAGGG-3’. 

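Both guide sequences were matched to the mouse reference GRCm38 with its GENCODE M21 annotation, where Camk2d (ENSMUSG00000053819) lies on the plus strand of chromosome 3 from 126596302 to 126846326. TCCATAAGGATCTTTACGC (gRNA1) matched the minus strand from 126783995 to 126784013, next to an AGG PAM, within an 84-bp coding exon that runs from 126783955 to 126784038. In the principal transcript, which has 19 exons, this is exon 8, and the cut expected 3 bp from the PAM falls in codon 187 of 499. The plus-strand reference around this site reads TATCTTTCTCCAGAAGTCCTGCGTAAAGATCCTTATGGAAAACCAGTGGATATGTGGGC. GATCTTCATCCCAGAAGGG (gRNA2) matched the minus strand from 126795399 to 126795417, next to a TGG PAM, within a 95-bp coding exon that runs from 126795364 to 126795458. This is exon 9 of the same transcript, with the expected cut in codon 214, and the reference around it reads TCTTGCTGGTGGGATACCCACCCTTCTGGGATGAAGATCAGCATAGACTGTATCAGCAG. Of the 28 annotated Camk2d transcripts, 16 contain the gRNA1 site and 17 the gRNA2 site. In the 9 protein-coding transcripts that contain each site, the exon number was 8 for gRNA1 and 9 for gRNA2. Neither guide had an exact match in an annotated transcript of another gene. Sites with mismatches and sequence outside transcripts were not searched, so this does not address cutting elsewhere in the genome.

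**Figure D5:**
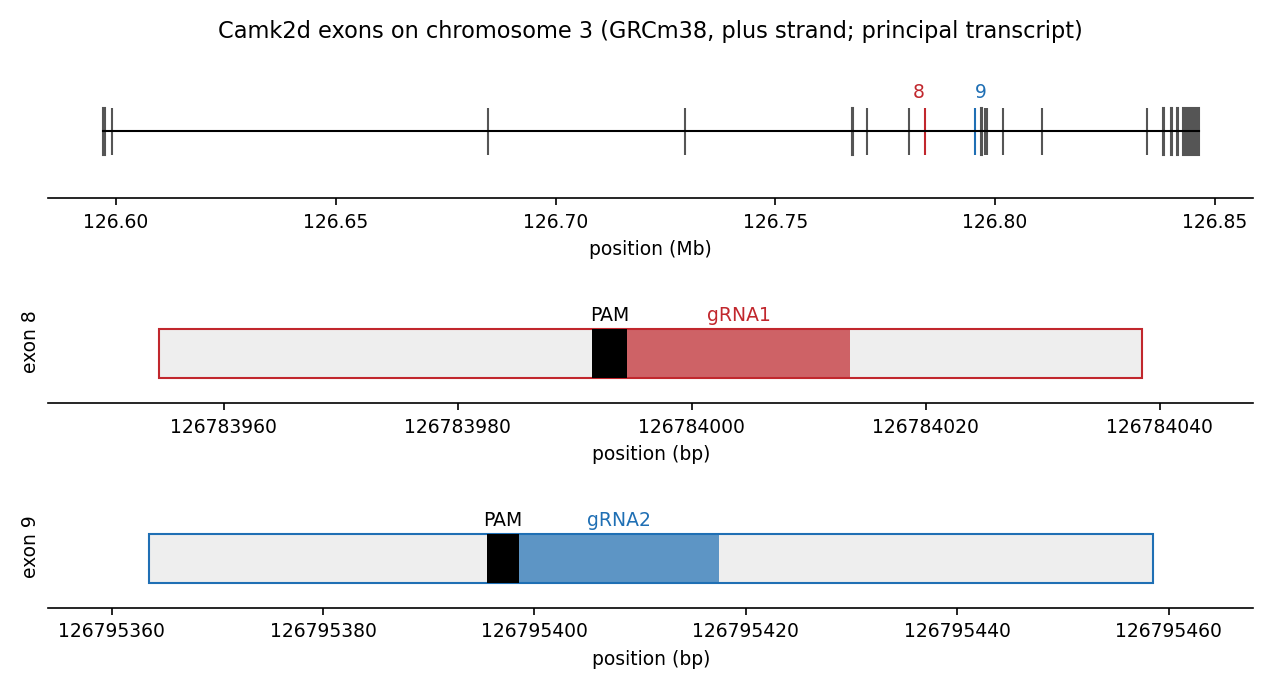
Position of the guide sites in Camk2d. The top line shows the exons of the principal transcript along chromosome 3 (Mb), with exon 8 in red and exon 9 in blue, and the lower lines show each exon (bp) with the guide match in color and the PAM in black; both guides lie on the minus strand, so each PAM is on the left of its guide.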

The GFP-expressing cells were sorted into 96-well plates (∼1 cell per well) using a BD FACSAria Fusion Flow Cytometer. These cells were cultured for 2 to 3 weeks and amplified for the further investigation. The expression of CAMK2D was evaluated by semiquantitative immunoblotting. The genomic indel mutations were identified by Sanger sequencing. Also, *Camk2d*-intact (control) clones which were transfected with the plasmid but continued to express high levels of CAMK2D protein were without any mutation as evaluated by Sanger sequencing. Five separate KO clones were used as biological replicates in subsequent experiments. Two clones that underwent the transfection procedure but retained CAMK2D expression were chosen as Control (Ctrl) clones (considered biological replicates). We retained the one parental line as an additional control (giving a total of three control biological replicates).

### Genomic sequencing

Genomic DNA of *Camk2d* KO clones was extracted using DNeasy Blood & Tissue Kit (69504, Qiagen). Approximately 300 bp and 500 bp region flanking the gRNA target sites were amplified using PCR Master Mix (K0171, Thermo Fisher Scientific). The amplified PCR fragments were further inserted in pCR4-TOPO plasmid (450030, TOPO TA Cloning Kit, Invitrogen) and cloned using DH5α competent cells. At least five colonies were picked for Sanger sequencing. Primer sequences for two gRNAs were as follows: 1) forward primer: 5′- GCATGTGCACACACCCTTTC-3′, reverse primer: 5′- CACCACGGGTGAACTCAAAAC-3′, 2) forward primer: 5′- CCACAGGATGGCCTGACAAT-3′, reverse primer: 5′- CCAACCAACCCTCATCCCAA-3′.

### Immunoblotting, dot blotting, and antibodies

For immunoblotting, the cells were rapidly washed with ice-cold Dulbecco's phosphate-buffered saline, and lysis buffer (1.5% SDS, 10 mM Tris, pH 6.8) containing protease and phosphatase inhibitor (78441, Thermo Fisher Scientific) was added to solubilize the cellular proteins. The denatured protein samples were subjected to SDS-PAGE using 4 to 20% or 12% Criterion TGX Gels (5671095, 5671045, Bio-Rad). Proteins were transferred to nitrocellulose membranes, blocked, and probed with primary antibodies. For dot blotting, the reaction mixtures of *in vitro* phosphorylation were spotted 2, 1, and 0.5 μl onto the nitrocellulose membrane. The membrane was incubated at room temperature (RT) for 30 min to dry the membrane, followed by blocked and probed with primary antibodies. Primary antibodies were anti-AQP2 (K5007, 1:5000) (83), anti-phospho-S256 AQP2 (1:1000) (84), anti-phospho-S269 AQP2 (1:1000) (83), anti-Camk2d (ab181052, Abcam, 1:1000), anti-phospho-PKA substrate (RRXS/T) (9624S, CST, 1:1000), and anti-Phospho-(Ser/Thr) PKA substrate (RXXS/T) (9621S, CST, 1:1000). Blocking buffer and infrared fluorescence-conjugated secondary antibodies were obtained from Li-COR. Fluorescence images were visualized by the Li-COR Odyssey System (ODY-0428). Band intensities were analyzed using Li-COR Image Studio software (https://www.licor.com/bio/image-studio/).

### Immunofluorescence microscopy

Cells were prepared with the short-term dDAVP protocol as described above (Cell culture section). Briefly, after 30 min incubation with dDAVP, cells were fixed with 4% paraformaldehyde for 10 min at RT. Cells were permeabilized with permeabilizing solution (0.3% Triton X-100 and 0.1% bovine serum albumin in PBS) for 10 min and washed three times, followed by blocking with blocking solution (1% bovine serum albumin and 0.2% gelatin in PBS) for 30 min. Cells were incubated with primary antibodies overnight at 4 °C. Anti-ZO-1 (339194, Invitrogen) and phalloidin (A12380, Invitrogen) were used to visualize ZO-1 protein and F-actin. Anti-ZO-1 was diluted at 1:100 and phalloidin were diluted 1:40 according to the manufacturer’s instructions. Confocal fluorescence images were obtained on Zeiss LSM 780 microscope (National Heart, Lung and Blood Institute, Light Microscopy Core Facility). Images were analyzed by Imaris (https://imaris.oxinst.com/) and ImageJ software (https://imagej.net/ij/download/).

### Protein sample preparation and phosphopeptide enrichment for LC-MS/MS

Cells were washed with ice-cold PBS three times and lysed with 100 mM triethyl ammonium bicarbonate buffer (90114, Thermo Fisher Scientific) containing 1% SDS and protease and phosphatase inhibitors (78445, Thermo Fisher Scientific). The collected lysates were loaded onto a QIA-shredder (79656, Qiagen) and centrifuged according to the manufacturer’s instruction. Then, protein concentration was measured by BCA Protein Assay kit (23227, Thermo Fisher Scientific). Each sample (500 μg of protein) was reduced with 24 mM DTT (A39255, Thermo Fisher Scientific) for 1 h at RT and alkylated with 17 mM iodoacetamide (90034, Thermo Fisher Scientific) for 1 h at RT in dark. Pre-chilled acetone at −20 °C was added at a 6:1 ratio to the sample and incubated overnight at −20 °C to precipitate proteins. The precipitated proteins were resuspended with 100 mM triethyl ammonium bicarbonate buffer and digested with 10 μg of trypsin/LysC (V5073, Promega) at 37 °C for 18 h. The peptide concentration was measured using Pierce Quantitative Colorimetric Peptide Assays (Thermo Fisher Scientific, 23275). Five hundred micrograms of peptides from each sample were labeled using TMT11plex Isobaric Label Reagent (A37725, Lot no. VD299910, Thermo Fisher Scientific) per manufacturer’s instructions. The TMT-labeled peptides from each sample were pooled, desalted using hydrophilic-lipophilic-balanced extraction cartridges (WAT094225, Oasis), then subjected to high pH reversed phase fractionation into 24 fractions. From each fraction, 5% of the total was taken for total proteomics and the remainder was used for phospho-proteomics. Phosphopeptides were enriched sequentially using High-Select TiO_2_ and High-Select Fe-NTA phosphopeptide enrichment kits (A32993 and A32992, Thermo Fisher Scientific). Samples were vacuum dried and stored at −80 °C until LC-MS/MS analysis.

Dried peptides were resuspended with 0.1% formic acid (FA) in LC-MS grade water (J.T. Baker) before mass spectrometry analysis. Total and phospho-peptides were analyzed using a Dionex UltiMate 3000 Nano LC system connected to an Orbitrap Fusion Lumos mass spectrometer equipped with an EASY-Spray ion source (Thermo Fisher Scientific). The peptides were fractionated with a reverse-phase EASY-Spray PepMap column (C18, 75 μm × 50 cm) using a linear gradient of 4 to 32% acetonitrile (ACN) in 0.1% FA (120 min at 0.3 μl/min). The default Thermo MS2 workflow was selected on the mass spectrometer for TMT quantification.

### *In vitro* phosphorylation assay

Six synthetic peptides, each consisting of 13 amino acids as shown in Table 1, were generated. For positive and negative controls, synthetic AQP2 (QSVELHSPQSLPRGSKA), syntide2 (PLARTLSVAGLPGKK, AS-22552, AnaSpec), and CDK7tide (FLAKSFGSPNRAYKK, Dundee) were used. A mixture of synthetic peptides, each at a concentration of 0.5 nmol/ml prior to dilution, was incubated with 100 μM ATP (A50-09, Signalchem) and 1× Ca2+/Calmodulin solution II (C02-39B, Signalchem) in kinase assay buffer (K01-09, Signalchem) for 1 h at 30 °C in the absence or presence of Camk2d (02-111, Carnabio) at a concentration of 0, 0.75, and 3.75 pmol, with triplicate samples. To retrieve the peptides from the samples, samples were filtered using Amicon Ultra-0.5 Centrifugal Filter Unit (UFC503024, MilliporeSigma), followed by vacuum drying. The dried samples were reconstituted with 20 μl 0.1% FA. Pierce C18 tips were prepared by wetting them through aspirating and dispensing with 100% ACN and then equilibrated by repeating the same process with 0.1% FA. The samples were aspirated and dispensed slowly 10 to 15 times, and tips were rinsed with 10 μl 0.1% FA multiple times. Samples were then eluted by slowly aspirating and dispensing with 50 μl 50% ACN/0.1% FA into new tubes. The eluted samples were vacuum-dried and stored at −80 °C until LC-MS/MS analysis.

### LC-MS/MS data processing and analysis

For phosphoproteomics, the raw mass spectra were searched against the mouse UniProt reference proteome (UP000002494_10116.fasta, downloaded in Sep. 2021) using MaxQuant 1.6.17.0 with the default common contaminant library, and lot-specific TMT isotopic impurity correction factors were used as recommended in the TMT product data sheets. “Trypsin/P” was set as the digestion enzyme with up to two missed cleavages allowed. Carbamidomethylation of cysteine (C) was configured as a fixed modification. Variable modifications included phosphorylation of serine, threonine, and tyrosine (S, T, Y) and oxidation of methionine (M). The false discovery rate (FDR) was limited to 1% using the target-decoy algorithm. Other parameters were kept as the defaults. The raw mass spectra data and all MaxQuant search output files are deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository (85, 86) with the data identifier PXD040159. Effects of Camk2d KO were quantified by Log_2_ ratios of MS2 reporter ion intensities (corrected by TMT isotopic distributions) between Camk2d KO and intact cells.

For *in vitro* phosphorylation, the raw mass spectra were searched against the synthesized peptide sequences using MaxQuant 2.4.4.0 with no enzyme digestion mode. Variable modifications included phosphorylation of serine and threonine (S, T) and oxidation of methionine (M). Quantification included both modified and unmodified peptides by unchecking the discard unmodified counterpart peptides option. The FDR was limited to 1% using the target-decoy algorithm. The “Phospho intensity” values were extracted from MaxQuant’s output “Phospho (STY)Sites.txt”. The “Total intensity” values were extracted from MaxQuant’s output “proteinGroups.txt” that indicate the sum of intensity values from both phosphorylated and unphosphorylated peptides.

### RNA isolation and sequencing

Camk2d intact and KO clones were cultured on a permeable membrane filter system for long-term dDAVP treatment (Cell culture section above). Total RNA was isolated using Direct-zol RNA Microprep kit (R2062, Zymo Research) following the manufacturer’s instructions. First-strand cDNA was prepared from 50 ng of total RNA using SMART-Seq v4 Ultra Low Input RNA Kit, followed by cDNA amplification. After purification of amplified cDNA using the AMPure XP beads (A63880, Beckman Coulter), the quantity of the synthesized cDNA was examined using the Qubit dsDNA HS DNA assay kit (Q32851, Invitrogen). One nanogram of the synthesized cDNAs were fragmented and tagged with index primers (FC-131-1024, Nextera XT DNA library Preparation Kit, Illumina) following the manufacturer’s protocol. RNA-seq was performed by 50-bp paired-end NovaSeq (Illumina). Ten samples were loaded in each lane. Raw sequencing reads were aligned by STAR 2.7.10 b to the mouse reference genome (Ensembl genome 106). Transcript per million and expected counts were generated by RSEM 1.3.1. Expected counts from in Camk2d KO (n = 5) and control (n = 5) samples were used for differential gene expression analysis using edgeR 3.38.4.

### Bioinformatics and statistics

Most analyses were carried out using Microsoft Excel (https://www.microsoft.com/en-us/microsoft-365/excel) and R software (https://www.r-project.org/). MaxQuant’s output “proteinGroups.txt” was used in total proteome analysis. Eleven thousand five hundred seventy monophosphosite information were extracted from MaxQuant’s output “Phospho (STY)Sites.txt” and further used for the following Camk2d substrate, motif, and gene ontology analyses. Statistical calculations used base-2 log transformation. *p*_joint_ < 0.0005 was used to identify significantly changed total proteins or phosphosites. For the identification of putative direct targets of Camk2d, phosphosites with R/K in position −3 and D/E in position +2 were further filtered with dual criteria (*p*_joint_ < 0.0005 and |Log_2_(KO/Ctrl)| > 0.3). *p*_joint_ is for a given protein, phospho-site is the product of the *p* value based on the t-statistic and the area under the Gaussian distribution curve from |Z| to positive infinity where Z is the log_2_(KO/Control) divided by the SD across all log_2_(KO/Control) values. Motif preferences were determined using *PTMLogo* (33). The inputs were 13 centralized amino acid sequences around the phosphorylation site (S/T). The preferred motifs were identified as motifs with Chi-square < 0.001. The Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/, RRID:SCR_001881) was used to identify gene set enrichment on the gene ontology database. The enrichment of specific gene ontology biological processes was defined by statistical evaluation using Fisher Exact test (*p* value < 0.05).

## Data availability

These data have been made available to users on a publicly accessible webpage allowing searching, browsing, and download the results (https://esbl.nhlbi.nih.gov/Databases/CAMK2D-proteome/). The raw proteomics data are accessible to users at the ProteomeXchange Consortium *via* the PRIDE database (https://www.ebi.ac.uk/pride/, PXD040159). RNA-seq data is deposited in Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228762.

## Supporting information

This article contains Supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Using CRISPR-Cas9/phosphoproteomics to identify substrates of calcium/calmodulin-dependent kinase 2δ
**Source:** J Biol Chem. 2023 Oct 20;299(12):105371. doi: 10.1016/j.jbc.2023.105371
**Supplement:** Supplemental Table S1

**Supplemental Table 1. CRISPR/Cas9-mediated genomic mutations of Camk2d**

| **KO**  **Clones** | **Target**  **Exon** | **Mutations** | | | |
| --- | --- | --- | --- | --- | --- |
| KO 1 | Exon 8 | 2-bp ins | 1-bp del |  |  |
| KO 2 | Exon 8 | 1-bp ins | 11-bp del |  |  |
| KO 3 | Exon 9 | 1-bp del | 24-bp del |  |  |
| KO 4 | Exon 9 | 2-bp del | 66-bp del | 74-bp del | 2-bp ins, 77-bp del |
| KO 5 | Exon 9 | 1-bp del | 4-bp del | 41-bp del |  |

del, deletion; ins, insertion

How the deposited data were processed for this re-analysis (not part of the article)

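RNA-seq was run on 10 samples of mpkCCD cells grown with 0.1 nM dDAVP for 7 days. The authors made amplified full-length cDNA, sequenced it as 50-bp pairs, aligned the reads with STAR to the mouse genome with Ensembl annotation and quantified genes with RSEM. The values the authors deposited are TPM per Ensembl gene, with 2 decimals and 1 column per sample, and all of those columns were used (0 were left unused). The authors ran edgeR on RSEM expected counts. Expected counts were not used here, so the comparison was made on TPM with a log-scale test, and the step from expected counts to the authors' calls is not repeated. TPM sum to the same total in each sample whatever its depth. The depth is therefore unknown, no interval or detection limit is given, and a value of 0 is reported as listed at 0.

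Samples were assigned to groups from their labels and the paper's methods. The intact group holds the parental line and 2 samples of each of 2 intact clones, so its 5 samples represent 3 cell lines. The KO group holds 5 clones, 2 from the exon 8 guide and 3 from the exon 9 guide. At most 0.337% of the genes with at least 1 TPM had identical values in the 2 samples of an intact clone, so neither is a copy of the other, and each was counted as a sample. The paper's text does not name whether the paired samples of a clone were separate cultures or repeat libraries, and 1 value per cell line was an alternative.

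The 20000 genes with the highest mean TPM were transformed as log2(TPM + 1), with a pseudocount of 1, and compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend). P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. KO was compared with intact in a fit of 5 against 5 samples. Exon 9 KO clones were compared with exon 8 KO clones in a fit of all 10 samples in 3 groups, which share one estimate of the spread. Single genes were tested with a two-sided exact permutation test over all 252 arrangements. It counts the 2 samples of each intact clone as independent and was not adjusted for that. The 34 tested transcripts of the 35 inferred direct targets were adjusted over that list and over all genes. The sign of transcript and protein changes was compared with an exact binomial test, with the protein values taken from the first 1515 entries of the protein table in the paper's supplement. Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

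The limma procedure was first tested on simulated data with 200 of 20000 genes changed. It recovered 92.0% of them at a log2 ratio of 1 and 97.5% at a log2 ratio of 2. Its noise was independent in every sample, without shared cell lines, so these shares may overstate recovery in the real data.

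Genes are named by a rule. It takes every gene the paper names for the RNA-seq, the other gasdermins, up to 5 genes in each direction with the largest change among those past the threshold without overlap between KO and intact samples, and up to 3 in each direction for exon 9 KO against exon 8 KO. Celsr2 was on the list for its protein values and is not discussed. A few genes outside the rule were chosen after their values were seen and are marked so where they appear.

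The alternatives changed 1 choice at a time. They were a pseudocount of 0.1 or 0.5, all genes above 0 in any sample or those with a mean TPM of at least 1, rescaling by median ratios, quantile normalization, rescaling without mitochondrial genes, limma without a trend or with robust moderation, 1 value per cell line, the cell line as a random effect (duplicateCorrelation with statmod 1.5.0, consensus correlation 0.603), an adjusted p under 0.1, the exon 8 or exon 9 KO clones alone, the summed TPM of Gsdmc2, Gsdmc3 and Gsdmc4, and leaving out each sample in turn. The log2 ratio of mean TPM was added after seeing the data. Transcript sharing was measured as the share of 50-base windows of a gene's transcripts that occur in no other gene in GENCODE M21 on GRCm38. The same reference was used to place the guide sites and for transcript length, coding length and GC content. The authors aligned to a later annotation, and no coordinate was taken from their files. The read distributions over gene bodies, the proteomic and the phosphoproteomic spectra were not analysed here.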

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

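Among the tests below, those of transcript length, GC content, coding length and other groupings for the exon 9 against exon 8 comparison, of the ribosomal protein genes and of the Aqp2 difference were chosen only after the result was seen.

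More genes passed the threshold between the KO clones of the 2 guides than between KO and intact cells. With limma, 62 genes had an adjusted p under 0.05 between exon 9 and exon 8 KO clones, 31 higher and 31 lower in exon 9 clones, against 1 between KO and intact samples. The 2 counts come from fits of different form. In the fit of KO against intact samples, a difference between the guides adds to the spread of the KO group. The counts therefore do not rank the sizes of the 2 differences. None of the 62 was the gene called between KO and intact samples. The 3 named genes with the largest increase were C3 (log2 difference 2.45), Sprr2g (1.74) and Gm10443 (1.33), in each of which all 3 exon 9 clones lay above both exon 8 clones. C3 averaged 29.5 TPM in the exon 8 clones, 145 TPM in the exon 9 clones and 131 TPM in the intact samples. Slc39a8 went the other way (-3.31), with 22.6 and 6.28 TPM in KO 1 and KO 2. Snord59a had 49.7 and 49.3 TPM in KO 1 and KO 2 (mean 49.5) and was listed at 0 in the other 8 samples, and n-R5s33 had a mean of 6.36 TPM in the same 2 clones and was also listed at 0 elsewhere. Only 3 of the 62 genes have transcripts of 130 bases or shorter.

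Several explanations for the 62 genes were tested. The 5 KO clones can be divided into 2 and 3 in 10 ways, and 1 of the 10, the division by guide, gave as many as 62 genes. The other 9 gave 1 to 9. The division by guide was thus the most extreme of the 10, but a share under 0.05 is out of reach with 10 divisions, so this test cannot decide between the guide and a chance division of the clones. KO 1 and KO 2 were not alike in general. Across genes with a mean TPM of at least 1, their correlation (Pearson's r 0.962) was the lowest of any 2 samples. After each sample was centered within 20 bins of transcript length, 63 genes passed against 70 without centering among the genes with a known length, and 54 of the 70 kept their call. Centering by GC content left 71, with 61 kept. Neither property removes the difference. With centering by coding length 87 protein-coding genes passed against 90 without, 71 of them among the 90, but this check is void for the whole set because 65.7% of the genes tested have a coding length. The count also depends on how the paired intact samples enter the fit, since 6 genes passed with 1 value per cell line. With 2 exon 8 clones, a difference between the guides and a chance difference between clones both remain possible explanations.

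Of the 31 genes higher in exon 9 clones, 10 encode ribosomal proteins. Rps27, Rpl41 and Rps29, chosen after their values were seen, were 736, 730 and 363 TPM in exon 8 clones and 1244, 1138 and 558 TPM in exon 9 clones. Among genes with a mean TPM of at least 50.0, 73 of 79 ribosomal protein genes were higher in exon 9 clones, with a median log2 difference of 0.29. A loss of short transcripts during library preparation could give such a pattern. It predicts a shift of other genes with short coding sequences as well, but with the ribosomal protein genes left out, the 421 other genes with the shortest coding sequences differed from the remaining 4005 by 0.0707 in median log2 difference, under the 0.1 set for the test. The shift had the predicted direction, however, with 252 of the 421 higher in exon 9 clones against 1731 of the 4005. Among ribosomal protein genes, the 36 with the shortest coding sequences were all higher, with a median of 0.36, and 37 of the other 43 were higher, with a median of 0.19. A length effect is therefore not excluded. The ribosomal protein difference may be technical or biological, and it rests on 2 exon 8 clones. No gene passed as higher in exon 9 clones with 1 value per cell line (0 higher and 6 lower, with 2071 genes at an unadjusted p under 0.05). With the cell line as a random effect, 19 genes passed as higher and 17 as lower.

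Aqp2 was lower in both exon 8 clones than in all 3 exon 9 clones. The test of the difference gave a limma adjusted p of 0.0513, just above the threshold, so the spread between clones remains a possible explanation. Over 11 alternatives this adjusted p ran from 0.0365 to 0.148, and 5 of the 11 were under 0.05. Over 8 fits that each left out 1 sample it ran from 0.0373 to 0.147, and 1 of the 8 was under 0.05. An effect of the exon 8 guide on Aqp2 is a hypothesis that further exon 8 clones could test.

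Gm8444 and Gm13487, chosen after their values were seen and not named in the paper, were listed at 0 in all 5 intact samples and above 0 in all 5 KO clones. The median of the KO clones was 0.37 TPM (0.31 to 0.72) for Gm8444 and 0.09 TPM (0.07 to 0.25) for Gm13487. Among the 20000 genes tested, these were the 2 genes of that kind, and none of the 20000 was listed at 0 in every KO clone and above 0 in every intact sample. Ebf1, which the paper names and which was not among the genes tested, showed the same pattern, and other genes outside the 20000 were not counted. Over 100 divisions of the 10 samples into 5 and 5, 87 gave at least as many of the 20000 genes at 0 throughout one side and above 0 throughout the other. Gm8444 shares 5.33% of its 50-base windows with Rpl35, the gene that shares most, where over 50% had been set as the sign of a near-identical copy. The measure counts exact matches alone, and reads from inexact copies or from the shared part were not ruled out. With values this low and a pattern that chance divisions give as often, no biological explanation is offered.

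Among 67 groups of 5 samples, 9 held a sample far from the rest by Dixon's criterion, where chance gives about 3.4. They spread over 8 genes, and KO 1 and KO 2 with 2 each held the most. Tnfsf12 was 1.68 TPM in KO 4 against 0.37 to 0.65 in the other KO clones, and Gulp1 was 4.65 TPM in KO 2 against at most 0.16. Camk2b was 16.6 TPM in KO 1, Camk2g 6.55 TPM in KO 2 and Slc39a8 22.6 TPM in KO 1. Gsdmc was 0.68 TPM in KO 5 against at most 0.1 in the others. In intact samples, Gm10443 was 28.1 TPM in the second sample of intact clone 2 against 20.6 to 22.8, Gulp1 was 0.16 TPM in the parental line, and Cntn2 was 0.01 TPM in the second sample of intact clone 1 with the others at 0. The Cntn2 value is the smallest step the table shows. No biological explanation was tested for these single samples, since each rests on 1 library.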

How the results depend on the processing

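All tests described here were set before the data were examined, except the scan of gene filters, the averages of log2(TPM + 1) and the log2 ratios of mean TPM, which were chosen after seeing the data. No paired analysis was possible because the numbers name independent clones, and the intact samples (parental, 1_1, 1_2, 2_1, 2_2) share no numbering with KO 1 to KO 5.

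Camk2d kept its direction and its adjusted p under 0.05 in all 21 alternatives and fits with 1 sample left out that kept clones of both guides, with a log2 ratio from -2.46 to -2.31. Gsdmc2, Gsdmc3 and Gsdmc4 kept their direction in each of 22 such settings, and Aqp2, Camk2b and Camk2g in each of 21, all without an adjusted p under 0.05. The Aqp2 log2 ratio ran from -1.07 to -0.68.

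The number of genes with an adjusted p under 0.05 between KO and intact samples was 1 in most settings. It was 2 with a pseudocount of 0.1 (Camk2d and Gm8444) and 1 to 2 genes across the 10 fits that each left out 1 sample. With the exon 8 KO clones alone it was 43, 16 higher and 27 lower, of which 28 were also among the 62 genes of the comparison between guides. That fit counted the 2 samples of each intact clone as separate and was not run with 1 value per cell line. Across 20 gene filters from none to the removal of all but 1302 genes, at most 1 gene passed.

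Between exon 9 and exon 8 KO clones the 62 genes became 6 with 1 value per cell line, 0 higher and 6 lower in exon 9 clones, 5 of them among the 62, with 2071 genes at an unadjusted p under 0.05. They became 36 with the cell line as a random effect, 19 higher and 17 lower, all 36 among the 62. Leaving out 1 sample gave 24 to 44 genes across 8 fits. No fit was made without KO 1 or KO 2, which would leave 1 exon 8 clone. Quantile normalization moved the calls from 31 higher and 31 lower to 50 higher and 31 lower, out of 81. The filters also moved this balance, to 23 higher and 46 lower with all genes above 0 and to 45 higher and 19 lower with a mean TPM of at least 1.

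Of the transcripts of the 35 inferred direct targets, 1 passed after adjustment over the list. This became 2 with a pseudocount of 0.1, with a mean TPM of at least 1 or with robust moderation, and 0 with 1 value per cell line or with the cell line as a random effect, where 2 had an unadjusted p under 0.05. Leaving out 1 sample gave 0 to 1, with 2 to 4 at an unadjusted p under 0.05. The share of proteins and transcripts changed in the same direction became 67.2% (exact binomial p = 0.00674) with a pseudocount of 0.1. It was 64.2% (exact binomial p = 0.0271) after rescaling by median ratios. It became 61.9% (exact binomial p = 0.383) when proteins also needed an absolute log2 ratio over 0.5, which left 21 of them. Camk2a, near 0 in every sample, changed sign, from a log2 ratio of 0.0082 to -0.0050, without KO 5, and ran from -0.0050 to 0.0160 across the 10 fits that left out 1 sample. For Camk2a, tested by permutation, the filter at a mean TPM of 1, quantile normalization and the limma variants were not run, and the filter that keeps all genes above 0 cannot move its value. The cause of these changes was not tested.

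The depth of the samples is unknown, which limits any statement about genes near 0 TPM, among them Ebf1, Cntn2, Gm49378, Gm37915 and Camk2a.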

Differences from the paper's values

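The tests here chosen after the result was seen are the mean of log2(TPM + 1) for the CAMK2 family and the log2 ratio of mean TPM.

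The paper reports 19 changed transcripts, 14 decreased and 5 increased, from edgeR on expected counts. With limma on log2(TPM + 1), 1 gene had an adjusted p under 0.05, which was decreased, and 0 were increased, while 905 genes were higher at an unadjusted p under 0.05. None of the 24 alternatives and fits with 1 sample left out that were set before the data were examined came within the paper's count, nor did any of the 23 that give a split by direction. Of the paper's 19, the setting with the exon 8 KO clones alone called Gsdmc3 and Gsdmc4 in addition to Camk2d, and no other setting called any but Camk2d. The paper describes the Aqp2 transcript as not significantly decreased, and the exon 8 KO clones alone gave a limma adjusted p of 0.0250 for it, against 0.442 to 1.000 over the settings with clones of both guides. The fit of the exon 8 clones alone was not run with 1 value per cell line.

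In Table 7 the paper's mean TPM of Camk2b is 3.517 in intact and 3.646 in KO cells, against 10.7 and 11.7 here. The paper's values are 7.059 and 4.671 for Camk2d, against 132 and 24.7, and 2.585 and 2.438 for Camk2g, against 5.11 and 4.51. No alternative set before the data were examined applies to a mean. The mean of log2(TPM + 1), chosen after seeing the values, was 3.517 and 3.646 for Camk2b and 7.059 and 4.671 for Camk2d. For Camk2g it was 2.585 and 2.438, and for Camk2a 0.023 and 0.031. After rounding, each equals the value the paper lists as mean TPM. The paper's values for these genes thus match means of log2(TPM + 1), and the gap is one of scale.

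The paper's log2 ratio of Camk2d is -2.725, against -2.39 here, and 0 of the 23 alternatives set before the data were examined closed the gap, the exon 8 KO clones alone coming nearest with -2.51. The paper's log2 ratio of Camk2a is 0.767, against 0.0082 on the log2(TPM + 1) scale, and 0 of the 18 alternatives set before the data were examined closed the gap. With the log2 ratio of mean TPM, chosen after seeing the values, Camk2d had -2.42, which still differs from the paper's. Camk2a had 0.46, and its distance from the paper's value was less than the spread of the replicate TPM used here. That spread is wide near 0, so the nearness is weak evidence.

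Values read by eye from the volcano plot were compared with the difference in mean log2(TPM + 1). The paper's value for Fggy is about -8.9 in Fig. 8C, read by eye, against -1.15. The paper's value for Gm49378 is about -6.4 in Fig. 8C, read by eye, against -0.22. The paper's value for Abca5 is about -3.5 in Fig. 8C, read by eye, against -0.54, and for Gm37915 about -2.7 in Fig. 8C, read by eye, against -0.20. Among the increased transcripts, the paper's value for Tnfsf12 is about 2.8 in Fig. 8C, read by eye, against 0.61, and for Cntn2 about 4.3 in Fig. 8C, read by eye, against 0.0727. For Ebf1 the paper's value is about 5.1 in Fig. 8C, read by eye, against 0.0806, and for Gulp1 about 5.7 in Fig. 8C, read by eye, against 0.55. None of the alternatives set before the data were examined closed any of these 8 gaps, but they say little here, because the pseudocount in each of them bounds the difference for genes near 0. The log2 ratio of mean TPM, which has no pseudocount and was chosen after seeing the values, was -3.05 for Abca5, -2.72 for Gm37915, 2.92 for Tnfsf12, 4.75 for Cntn2 and 4.80 for Gulp1. For each of these 5, the distance from the paper's value was less than the spread of the replicate TPM used here. That spread is wide for genes near 0, so the nearness is weak evidence. For Gulp1 the ratio of mean TPM rests on KO 2, without which the difference in mean log2(TPM + 1) was 0.0802. For Cntn2 the ratio of mean TPM rests on a single intact value, 0.01 TPM in the second sample of intact clone 1. Fggy and Gm49378 were listed at 0 in every KO clone and Ebf1 in every intact sample, so they have no such ratio.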

Other observations

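The tests of single cell lines and of in-frame alleles, the divisions that keep the samples of a clone together, the divisions after centering and the centering by coding length were chosen only after the result was seen.

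The single gene past the threshold between KO and intact samples was compared with other divisions of the 10 samples into 5 and 5. Of 100 divisions drawn, the real one included, 24 gave at least 1 gene with an adjusted p under 0.05, and the largest other count was 3. As a count, 1 gene is therefore within what chance gives, although Camk2d was the target of the guides. Without overlap between the groups were 328 genes (1.64%, where chance gives 0.794%), and 1 of the 100 divisions, the real one, reached that number. The median over the divisions was 125 and the largest other value 318. The real division keeps the samples of each intact clone together, which most of the drawn ones do not. Among the 26 divisions that do, the median was 212.5, and 1 of the 26, the real one, reached 328, with 318 as the largest other value. Among the genes with a known length or GC content, 327 had no overlap. After centering within bins of GC content the number was 305, of which 209 were among the 327, and after centering within bins of transcript length it was 288, of which 200 were among the 327. With the values so centered, 2 of the 100 divisions for GC content and 3 of the 100 for transcript length gave at least as many genes as the real one, which is included, and the largest values, 385 and 414, came from other divisions. Across genes with a mean TPM of at least 1, the log2 ratio of KO to intact samples rose with transcript length (Spearman's rho 0.163), GC content (0.159) and coding length (0.246), and genes are not independent replicates. Centering by coding length moved the number from 282 to 229, with 147 genes in both, but this check is void for the whole set because 65.7% of the genes tested have a coding length. Which genes have no overlap thus depends on the centering, and a part of the set may be technical. The number of genes at an unadjusted p under 0.05 was 1398, which 2 of the 100 divisions reached, the real one included, but it fell to 762 with 1 value per cell line and to 749 with the cell line as a random effect, both under the 1000 that chance gives. A difference between cell lines unrelated to Camk2d cannot be excluded.

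Gsdmc2, Gsdmc3 and Gsdmc4 share much of their sequence. The lowest share of 50-base windows unique to 1 of the 3 genes was 48.7%, for Gsdmc2, so the separate values of the 3 genes may partly reflect how reads were divided among them. Their summed TPM fell too, with a log2 ratio of -1.56, so division among the 3 cannot be the source of the joint decrease.

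For 4 of the 19 transcripts of Fig. 8C, over 50% of the TPM summed over the 8 cell lines lay in 1 line. These were Fggy and Gm49378 in intact clone 2, Abca5 in intact clone 1 and Gulp1 in KO 2. Cell line differences, such as a property of a single clone, are a candidate explanation for these 4. For Fggy, Gm49378 and Abca5 the 2 samples of that clone are not independent of each other. With 1 value per cell line, 16 of the 17 tested transcripts had an unadjusted p under 0.05 with limma. This count cannot speak against cell line differences, because the paper chose the 19 for a difference between these same samples. Fggy, with 83.1% of its TPM in 1 line, was among the 16 (limma unadjusted p = 0.0331).

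The Camk2d transcript remaining in KO clones was compared between clones with and without an allele whose length change is a multiple of 3. In the paper's supplement, 3 of the 13 alleles are of that kind, and they lie in KO 3 and KO 4. These 2 clones averaged 26.5 TPM of Camk2d and the other 3 clones 23.5 TPM (two-sided exact permutation p = 0.6, and the smallest p that 2 against 3 allow is 0.2). The design cannot show whether in-frame alleles may raise the remaining transcript.

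Transcripts of the 35 inferred direct targets of CAMK2D changed little. Of the 34 tested, 20 were higher and 14 lower in KO clones, with log2 ratios from -1.02 to 0.34. The target left out was Pea15, which had no tested transcript under that symbol, so nothing is said here about its abundance. After adjustment over the list 1 passed, Ahnak, with a log2 ratio of 0.34 (limma adjusted p = 0.0168 over the list). All 5 KO clones lay above all 5 intact samples. Over all 20000 genes 0 passed, and 4 had an unadjusted p under 0.05 (Ahnak, Eif4g3, Limch1 and Tmsb4x). Ahnak was named after its values were seen, and its call was lost with 1 value per cell line, with the cell line as a random effect and in 5 of the 10 fits that left out 1 sample.

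The comparison with proteins covers the first 1515 entries of the supplement's protein table, and the rest of that table was not analysed here. In this part, 74 proteins had a joint p under 0.0005, and 67 of them had a tested transcript. The transcript moved in the direction of the paper's protein ratio for 46 of them (68.7%, two-sided exact binomial p = 0.0031, across genes, which are not independent replicates). The share was 9 of 14 for proteins that were lower and 37 of 53 for those that were higher in KO cells. The test takes both directions as equally likely, but most of these proteins were higher and transcripts leaned slightly higher too (median log2 ratio 0.02). After rescaling by median ratios, the share was 64.2% (two-sided exact binomial p = 0.0271). The proteins came from cultures with a different dDAVP schedule, so the comparison is across experiments. Because it covers only part of the table, in which most of these proteins were higher, it does not describe all the proteins that changed.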
